# Maternal Chromium Restriction Leads to Glucose Metabolism Imbalance in Mice Offspring through Insulin Signaling and Wnt Signaling Pathways

**DOI:** 10.3390/ijms17101767

**Published:** 2016-10-22

**Authors:** Qian Zhang, Xiaofang Sun, Xinhua Xiao, Jia Zheng, Ming Li, Miao Yu, Fan Ping, Zhixin Wang, Cuijuan Qi, Tong Wang, Xiaojing Wang

**Keywords:** development programming, gene expression, glucose metabolism, insulin signaling pathway, Wnt pathway

## Abstract

An adverse intrauterine environment, induced by a chromium-restricted diet, is a potential cause of metabolic disease in adult life. Up to now, the relative mechanism has not been clear. C57BL female mice were time-mated and fed either a control diet (CD), or a chromium-restricted diet (CR) throughout pregnancy and the lactation period. After weaning, some offspring continued the diet diagram (CD-CD or CR-CR), while other offspring were transferred to another diet diagram (CD-CR or CR-CD). At 32 weeks of age, glucose metabolism parameters were measured, and the liver from CR-CD group and CD-CD group was analyzed using a gene array. Quantitative real-time polymerase chain reaction (qPCR) and Western blot were used to verify the result of the gene array. A maternal chromium-restricted diet resulted in obesity, hyperglycemia, hyperinsulinemia, increased area under the curve (AUC) of glucose in oral glucose tolerance testing and homeostasis model assessment of insulin resistance (HOMA-IR). There were 463 genes that differed significantly (>1.5-fold change, *p* < 0.05) between CR-CD offspring (264 up-regulated genes, 199 down-regulated genes) and control offspring. The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway and STRING (Search Tool for the Retrieval of Interacting Genes/Proteins) analysis revealed that the insulin signaling pathway and Wnt signaling pathway were in the center of the gene network. Our study provides the first evidence that maternal chromium deficiency influences glucose metabolism in pups through the regulation of insulin signaling and Wnt signaling pathways.

## 1. Introduction

Diet has important health effects at any stage of life, but nutrition during fetal and early postnatal life is particularly important for later life, even throughout the whole life. Increasing evidence suggests that the occurrence of diabetes is related to nutrition status in fetus period [1,2,3,4]. Growing evidence proves that under-nutrition in early life is an important risk of metabolic disease in later life [5,6]. The nutrition status of mothers will affect children’s health for a long period. Malnutrition in this sensitive window may lead the occurrence of metabolic disorder in later life [7,8]. Offspring gene changes in this sensitive window are a long-term effect, as they remain in adult life even when dietetic recovery occurs [9]. Damage during this sensitive time will disturb gene expression for a long time.

Besides proteins, fats, and carbohydrates, micronutrients also are necessary for the human body. Although we just need them in trace or tiny amounts daily, some micronutrients (zinc, chromium, magnesium, copper, iron, and potassium) are proven to have an important role in mediation of glucose metabolism. [10]. Chromium can reduce fasting blood glucose levels in diabetic patients and diabetic rodent models [11], and enhance insulin action, including activation of insulin receptor sites [12]. Diabetic animals [13] and patients [14,15] have lower chromium levels than that of controls. Chromium deficiency is common among our population. Chromium levels decrease with advancing age, both in type 2 diabetic patients and normal subjects [16]. A recent study reported that Wistar of National Institute of Nutrition (WNIN) rats born from chromium restriction dams showed insulin resistance and glucose intolerance. Increased oxidative stress was one underlying mechanism [16].

However, no genome-wide study has been conducted to look for key genes and pathways which are affected by maternal chromium restriction in the whole genome. Therefore, we employed the whole genomic microarray to quantify all gene expression in adult mice livers that had maternal exposure to chromium restriction. We hypothesized that there might be some key genes/pathways in the liver which are affected by maternal chromium restriction. The aim of this research is to identify the key genes/pathways in the liver, which are responsible for generating programmed glucose metabolism disorder.

## 2. Results

### 2.1. Dams

At weaning, body weight (22.1 ± 2.5 g vs. 22.8 ± 3.1 g, *n* = 8 per group) and fasting blood glucose (5.9 ± 0.8 mmol/L vs. 6.1 ± 1.2 mmol/L, *n* = 8 per group) in mother mice were not affected by chromium restriction. However, serum chromium concentrations were lower (*p* < 0.01) in the CR (chromium-restricted diet) group (0.33 ± 0.04 ng/mL, *n* = 8 per group) than that in CD (control diet) group (0.75 ± 0.12 ng/mL, *n* = 8 per group).

### 2.2. Pups

#### 2.2.1. Serum Chromium Concentration

As expected, CD-CR (pups born from control diet dams were fed with chromium restriction diet from weaning) and CR-CR (pups born from chromium restriction dams were fed with chromium restriction diet from weaning) pups had lower serum chromium concentrations than controls (*p* < 0.01, Figure 1a), whereas CR-CD (pups born from chromium restriction dams were fed with control diet from weaning) pups caught up with controls at 32 weeks of age (Figure 1a).

#### 2.2.2. Body Weight and Food Intake

Despite the birth weight and weaning weight being comparable in different groups, at 32 weeks of age, male offspring body weight in CD-CR, CR-CD, and CR-CR groups was higher than the CD-CD (pups born from control diet dams were fed with control diet from weaning) group (*p* < 0.05, Figure 1b–d). However, food intake was comparable among the four groups at 32 weeks of age (Figure 1e).

#### 2.2.3. Fasting Blood Glucose and Glucose Tolerance

In postnatal week 3, fasting blood glucose level was comparable between CR and CD groups (Figure 1f). In postnatal week 32, male CR-CR offspring had significantly higher fasting blood glucose (*p* < 0.05, Figure 1g). The CR-CD regimen could not correct fasting blood glucose to normal levels (*p* < 0.05, Figure 1g). Glucose tolerance was assessed by an oral glucose tolerance test in the offspring at 32 weeks of age. Blood glucose was higher in the CR-CR group and in the CD-CR group before and 30, 60, and 120 min after oral glucose gavage than that in the CD-CD group (*p* < 0.05 or *p* < 0.01, Figure 1h). In the CR-CD group, blood glucose was higher than the CD-CD group before and 60 and 120 min after oral glucose gavage (*p* < 0.05 or *p* < 0.01, Figure 1h). Blood glucose area under the curve (AUC) was higher in CR-CR, CR-CD, and CD-CR groups than the CD-CD group (*p* < 0.05, Figure 1i).

#### 2.2.4. Fasting Insulin and Homeostasis Model Assessment of Insulin Resistance (HOMA-IR)

Fasting insulin and HOMA-IR were higher in the CR-CD group and the CR-CR group than that in the CD-CD group (*p* < 0.05, Figure 1j,k).

#### 2.2.5. Screening of Differentially-Expressed Genes

The CR-CD group was fed with a chromium-restricted diet only before weaning. To show the effect of maternal chromium restriction on the gene expression in pup livers, we performed a gene array in the CR-CD and CD-CD groups. 

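Liver RNA from offspring at 32 weeks of age was hybridized to Affymetrix GeneChip Mouse Gene 2.0 ST arrays, 3 for the CR-CD group and 3 for the CD-CD group. CR-CD offspring came from dams fed 0.14 mg chromium per kg of diet and were moved at weaning to the control diet with 1.19 mg per kg, which CD-CD offspring and their dams received throughout. The labels number the 3 arrays of each group, and the paper's text does not say whether each array held the RNA of a separate animal, or of separate litters. The restricted diet was given to the dams, so arrays from 1 litter would not be independent. Every SD, standard error and p here treats the arrays as independent. The deposited values are log2 signals that the authors normalized in GeneSpring v 12.5, and the paper's text does not name the summarization of probes into probe sets. Each array holds 33793 probe sets, and the medians of the arrays lay between 5.48 and 5.54. The number of arrays limits the precision of every comparison. The values were used as deposited for the 22180 genes that had a probe set with exactly 1 gene symbol, and a gene with several probe sets was represented by the brightest. Groups were compared gene by gene with limma, and p was adjusted over all genes by the Benjamini-Hochberg method. A gene is said to rise or fall in CR-CD where the adjusted p was under 0.05. Almost all values are exact single-precision numbers, with 6 decimals at the median, but 428 probe sets hold at least 1 value that is not, with 9 decimals at the median. In 232 of these probe sets the longer number format was found in all 3 CR-CD arrays and no CD-CD array, and in 147 in all 3 CD-CD arrays and no CR-CD array. A fold change of at least 1.5 either way was found in 427 of the 428 probe sets and in 132 of the other 33365. The paper's text does not describe this difference in format.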

Figure 2 shows the gene expression results in the CR-CD group vs. the CD-CD group from the gene array (GEO database: GSE82028, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=qrqlkmmqztejvqb&acc=GSE82028). We identified 463 significantly differentially-expressed genes, 264 up-regulated genes, and 199 down-regulated genes in the CR-CD group, compared with the CD-CD group (fold change ≥ 1.5, *p* < 0.05). 

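Ect2, a regulator of cell division, rose from 5.80 ± 0.14 (SD, n = 3) in CD-CD to 8.56 ± 0.03 (SD, n = 3) in CR-CD, a log2 fold change of 2.75 (standard error 0.09, adjusted p = 1.91e-05 from limma). Hspa1b, a heat shock protein, rose by 2.42, Rdh10, an enzyme of retinoid metabolism, by 2.28 and Scp2, a sterol carrier protein of peroxisomes, by 2.13 on the log2 scale. Among the genes that fell, Apcdd1, an inhibitor of Wnt signaling, had a log2 fold change of -2.45 (standard error 0.09, adjusted p = 2.69e-05 from limma). Ankhd1 fell by 2.22 and Atxn7l3, a subunit of a histone deubiquitinase, fell by 2.14. The 10 largest rises also included 1700120K04Rik, Sfi1, Pomgnt1, Plekha2, D17H6S56E-5 and Tas2r144, and the 10 largest falls also included Ifna14, H2-M1, Taf4, Inpp5k, Qser1, Akt1 and Olfr1085. In all 20 genes, values in the longer number format were present in at least 1 group. Over all genes, 329 passed the adjusted p, 174 of them higher and 155 lower in CR-CD. At a fold change of at least 1.5 and an unadjusted p of at most 0.05 from limma, the thresholds of the paper, 370 genes passed, 202 higher and 168 lower. Values in the longer number format were present in 315 of the 329 genes and in 323 of the 370. When the probe sets with such values were left out, a step chosen after seeing the data, 0 of 21878 genes passed the adjusted p from limma, 1091 had an unadjusted p under 0.05, and 47 passed the thresholds of the paper, 29 higher and 18 lower. Among these 47 genes, the iron-regulating hormone Hamp had a log2 fold change of -0.76 and the coenzyme Q synthesis enzyme Coq5 of 0.72, both chosen after their values were seen.

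**Figure D1:**
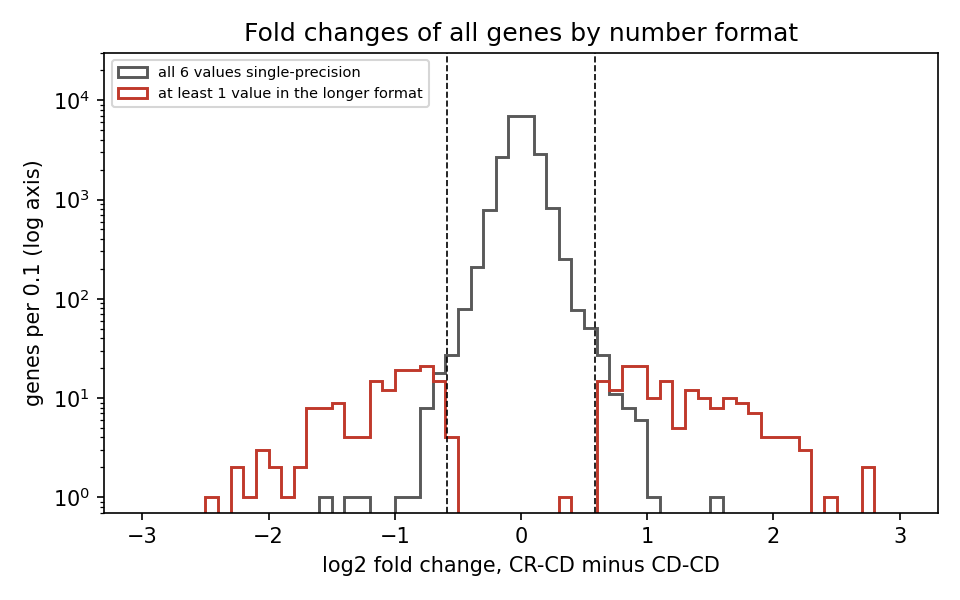
Number of genes (log axis) in each step of 0.1 of the log2 fold change, CR-CD minus CD-CD, for genes whose 6 values are all single-precision numbers and for genes with at least 1 value in the longer format. Dashed lines mark a fold change of 1.5 either way, and genes in the longer format lie almost entirely outside them.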

By using hierarchical cluster analysis, differentially expressed genes were clustered into two groups (CR-CD group and CD-CD group). This result suggested that gene expression showed a significant difference between different groups.

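Across all 22180 genes, the liver profiles of CR-CD replicates 2 and 3 were closest to each other, with a Pearson correlation across genes of 0.994, and CD-CD replicate 1 was the farthest from the other arrays. Hierarchical clustering of the 6 arrays over all genes (average linkage, 1 minus the correlation) placed CD-CD replicate 1 alone in 1 of 2 clusters and the other 5 arrays in the other. The mean correlation was 0.988 within the groups and 0.984 between them, a difference of 0.00377 that was the largest of the 10 ways to split the arrays (exact permutation test, one-sided, p = 0.1, the smallest p that 3 arrays against 3 allow). In a principal component analysis, the first component, with 36.8% of the variance, set CD-CD replicate 1 and CR-CD replicate 1 apart from the other 4 arrays, and the second, with 32.3%, separated CR-CD from CD-CD. Over the 370 genes that passed the thresholds of the paper, the 2 clusters were the CR-CD and CD-CD groups, with mean correlations of 0.989 within and 0.680 between groups, a separation that follows from choosing genes that differ between the groups. Without the probe sets in the longer number format, the difference over all genes was -0.000587, and 6 of the 10 splits were as large, 2 of them among the 4 splits that, like the real split, part all pairs of arrays with the same replicate number. The 2 clusters were then the replicate 1 arrays of both groups and the other 4 arrays. The probe sets left out hold most of the genes that differ between the groups, 315 of the 329 that passed the adjusted p. Leaving them out therefore lowers the separation by construction, and its loss is not evidence that the groups do not differ. From the clustering of the differentially expressed genes, the paper proposes that gene expression differed between the groups.

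**Figure D2:**
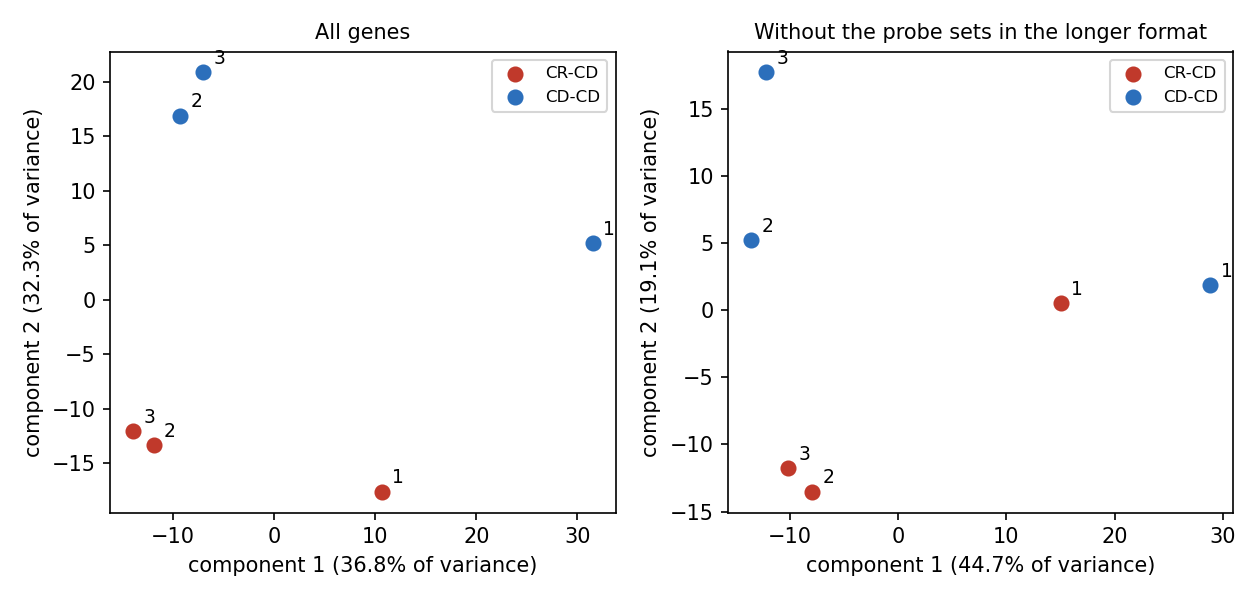
Scores of the 6 arrays on the first and second principal component, with CR-CD and CD-CD in separate colors and replicate numbers beside the points, for all genes (left) and without the probe sets in the longer number format (right). In both panels the replicate 1 arrays of both groups have the highest scores on component 1.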

#### 2.2.6. Pathway and Gene Ontologies (GO) Analysis

To systematically identify biological connections of differentially-expressed genes and identify new pathways associated with maternal chromium restriction effects on offspring liver, we performed GO and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis. Data were categorized into three independent gene ontology terms: Biological Process, Cellular Components, and Molecular Function. In the Biological Process ontology, the major GO terms affected in the CR-CD offspring compared with control offspring (*p* < 0.001) were transcription, regulation of transcription, and RNA metabolic process (Table S1). 

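Among transcription factors, the homeobox gene Hoxc10 rose from 5.34 ± 0.03 to 7.19 ± 0.01 (SD, n = 3 per group), a log2 fold change of 1.85 (standard error 0.06, adjusted p = 2.10e-05 from limma), while Sp1, a general activator, fell by 1.33 and Foxc1, a forkhead factor, fell by 1.00. In the general transcription machinery, Taf4, a subunit of TFIID, fell by 2.05 and Gtf2i fell by 1.64, whereas Gtf2e1, a subunit of TFIIE, rose by 1.32 and Gtf3c3, a subunit of TFIIIC, by 0.90 on the log2 scale. Of 365 measured members of transcription factor families grouped by symbol, 5 rose, 10 fell and 350 did not pass (6 rose and 12 fell when adjusted over the list alone). Values in the longer number format were present in 14 of these 15 genes, the exception being Irf2, an interferon regulatory factor that fell by 0.68. Of 100 measured genes of RNA polymerase II, the general factors of RNA polymerases II and III, Mediator and elongation factors, grouped by symbol, 4 rose and 4 fell, with the same counts when adjusted over the list alone, and all 8 held values in the longer format. Of 437 zinc finger genes, 5 rose and 4 fell, also when adjusted over the list alone. At the thresholds of the paper, 19 members of the transcription factor families passed against 6.09 expected (one-sided Fisher's exact test, odds ratio 3.36, adjusted p = 3.88e-05 over 8 lists), and 8 genes of the general machinery against 1.67 expected (odds ratio 5.21, adjusted p = 0.000545; odds ratio 2.89, adjusted p = 0.0293 among genes above the 40th percentile of mean signal). For the zinc finger genes, 9 passed against 7.29 expected (adjusted p = 0.492). Without the probe sets in the longer format, 5 of 353 members of the transcription factor families passed (adjusted p = 0.00748), namely Irf2, Id3, Tbx3, Nr4a1 and Jun, all lower in CR-CD and named after their values were seen, and 0 of 92 genes of the general machinery. Gene ontology membership was not at hand, so the families by symbol stand in for the terms of Table S1.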

KEGG pathway analysis comparing the CR-CD group against the CD-CD group revealed eight pathways (*p* < 0.001). They are the Wnt signaling pathway, prostate cancer, adherent’s junction, insulin signaling pathway, type 2 diabetes mellitus, endometrial cancer, pathways in cancer, and thyroid cancer (Table S2). 

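Of the genes that Table S2 lists for these pathways, 36 of 39 were measured, and 11 rose, 21 fell and 4 did not pass in CR-CD. In the cancer pathways, Creb3, a transcription factor of the CREB family, rose by 1.33 on the log2 scale (standard error 0.07, adjusted p = 6.61e-05 from limma, n = 3 per group). Rxra, the retinoid X receptor alpha, fell by 1.60 (standard error 0.26, adjusted p = 0.0306), and the retinoic acid receptor Rarb, the integrin Itga2 and Arnt, a partner of the aryl hydrocarbon receptor, fell, with log2 fold changes of -0.95, -0.99 and -0.95. Rxra did not pass without CR-CD replicate 2 or without any 1 of the CD-CD arrays (adjusted p from 0.0679 to 0.183 from limma), nor with the methods' t-test (adjusted p = 0.387). In the adherens junction list, Iqgap1, a scaffold protein at cell contacts, rose by 1.13 and Lmo7, a junction protein that binds actin, fell by 1.19. For the list of pathways in cancer, 5 of 17 measured genes rose and 12 fell. In the prostate cancer list, 4 of 8 rose and 4 fell, and in the adherens junction list, 4 of 9 rose and 4 fell. The endometrial cancer list had 3 of 7 genes that rose and 4 that fell, and the thyroid cancer list 3 of 5 that rose and 2 that fell. All 6 genes of the type 2 diabetes list that passed, of 7 measured, fell. These counts were the same when adjusted over the list alone, and since the study chose the lists on these arrays, they are not independent evidence of a direction. In the type 2 diabetes list, the means of Pik3r3 (4.62 in CR-CD, 5.41 in CD-CD) and Cacna1g (4.33 and 4.97) lay below the median signal of every array. Socs2, the gene of that list that did not pass, rose by 1.53 in a second, dimmer probe set (adjusted p = 0.000157 from limma over all probe sets). Values in the longer number format were present in all 32 genes that passed, and in 33 of the 36 measured. Genes without a probe set of their own symbol were not analysed here.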

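In the Wnt pathway, Tcf7l1, a transcription factor that binds beta-catenin, rose from 6.35 ± 0.01 to 8.09 ± 0.10 (SD, n = 3 per group), a log2 fold change of 1.74 (standard error 0.07, adjusted p = 3.15e-05 from limma), and Frat1, an inhibitor of GSK-3, rose by 1.04. Apc2, a homolog of the destruction complex protein Apc, fell by 1.41, Ppard, a nuclear receptor, fell by 1.20 and Porcn, which acylates Wnt ligands, fell by 0.85 on the log2 scale. In the insulin pathway, Insr, the insulin receptor, fell from 9.64 ± 0.07 to 8.20 ± 0.04 (SD, n = 3 per group), a log2 fold change of -1.44 (standard error 0.07, adjusted p = 5.81e-05 from limma). Inpp5k, an inositol phosphatase that restrains insulin signaling, fell by 2.02, and Tsc2, an inhibitor of mTORC1, fell by 0.82. Of the genes that the study lists, 6 of 14 measured Wnt genes rose and 6 fell (6 and 7 when adjusted over the list alone), and 2 of 12 measured insulin genes rose and 8 fell (the same when adjusted over the list alone), which is not independent evidence. Of 129 measured genes in a textbook list of the Wnt pathway, 6 rose, 6 fell and 117 did not pass, and of 109 in a textbook list of the insulin pathway, 2 rose, 8 fell and 99 did not pass, with the same counts when adjusted over the list alone. All 22 of these calls were in genes that the study lists for the same pathway on these arrays, with values in the longer number format. At the thresholds of the paper, 13 genes of the Wnt list passed against 2.15 expected (one-sided Fisher's exact test, odds ratio 6.81, adjusted p = 2.07e-06) and 10 of the insulin list against 1.82 expected (odds ratio 6.09, adjusted p = 3.88e-05; odds ratio 3.46, adjusted p = 0.00548 among genes above the 40th percentile of mean signal). Since 12 of these 13 Wnt genes and all 10 insulin genes are among those that the study lists, the enrichment is not independent evidence either. Without the probe sets in the longer format, 1 of 117 Wnt genes (Jun, named after its values were seen) and 0 of 99 insulin genes passed. As a set, the Wnt list had an adjusted p of 0.228 from camera, and the insulin list was lower in CR-CD with an adjusted p of 0.0134 from camera (adjusted p = 0.291 with an estimated correlation, 0.279 without the probe sets in the longer format, 0.0625 without CR-CD replicate 3 and 0.0575 without CD-CD replicate 2). Frat1 did not pass without any 1 of the CR-CD arrays (adjusted p from 0.117 to 0.134 from limma), nor with the methods' t-test (adjusted p = 0.312). No list tested with camera kept an adjusted p under 0.05 with an estimated correlation, apart from 4 lists that the study chose.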

Differential expression genes in Wnt signaling and insulin signaling pathway are shown in Figures S1 and S2.

#### 2.2.7. Networks Analysis

By using String online software, 463 differentially expressed genes were mapped in one network (Confidence Score = 400). In this network figure, 269 nodes with 737 joint-edges were included. Forty-six nodes with more than ten joint-edges were considered as important functional molecules in offspring liver affected by maternal chromium restriction (Figures S3 and S4), because they accounted for 87.5% of function in all genes. Of these 46 genes, thymoma viral proto-oncogene 1 (*Akt1*), CREB binding protein (*Crebbp*), catenin beta 1 (*Ctnnb1*), insulin 1 (*Ins1*), cadherin 1 (*Cdh1*), forkhead box O1 (*FoxO1*), androgen receptor (*Ar*), phosphatidylinositol 3-kinase, catalytic, alpha polypeptide (*Pik3ca*), and jun D proto-oncogene (*Jund*) were ranked in the top 10.

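Akt1, a kinase downstream of the insulin receptor, fell from 8.20 ± 0.03 to 6.23 ± 0.19 (SD, n = 3 per group), a log2 fold change of -1.97 (standard error 0.10, adjusted p = 8.15e-05 from limma). Crebbp, a histone acetyltransferase, fell by 1.60 on the log2 scale (standard error 0.09, adjusted p = 8.52e-05), and Jund, a subunit of AP-1, fell by 0.75 (standard error 0.08, adjusted p = 0.00303). Foxo1, a transcription factor that insulin signaling inactivates, rose from 8.41 ± 0.10 to 10.3 ± 0.03 (SD, n = 3 per group), a log2 fold change of 1.91 (standard error 0.08, adjusted p = 2.99e-05), and Cdh1, the adhesion protein E-cadherin, rose by 1.28 (standard error 0.07, adjusted p = 0.000107). Of the 9 genes named from the network, 7 were measured, and 3 of these rose and 4 fell, also when adjusted over the list alone, which is not independent evidence since the study chose them on these arrays. All 7 held values in the longer number format. Foxo1, Cdh1 and Jund each had a second, dimmer probe set whose 6 values were all single-precision numbers. The second probe set of Foxo1 (17405165) had a log2 fold change of 0.02 (standard error 0.08), that of Cdh1 (17512677) of -0.01 (standard error 0.08) and that of Jund (17510127) of 0.16 (standard error 0.17), none with an adjusted p under 0.05 from limma over all probe sets. The second probe set of Cdh1, at 4.78 in CR-CD and 4.79 in CD-CD, lay below the median signal of every array, so it says little about a change in Cdh1. That of Foxo1 was at 6.54 in CR-CD and 6.52 in CD-CD, and that of Jund at 6.12 and 5.96. Both were well below the first probe set of the gene and can read other transcripts, so they do not exclude a change in Foxo1 or Jund. With the mean of both probe sets, Jund had a log2 fold change of -0.29 and no longer passed (adjusted p = 0.723 from limma).

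**Figure D3:**
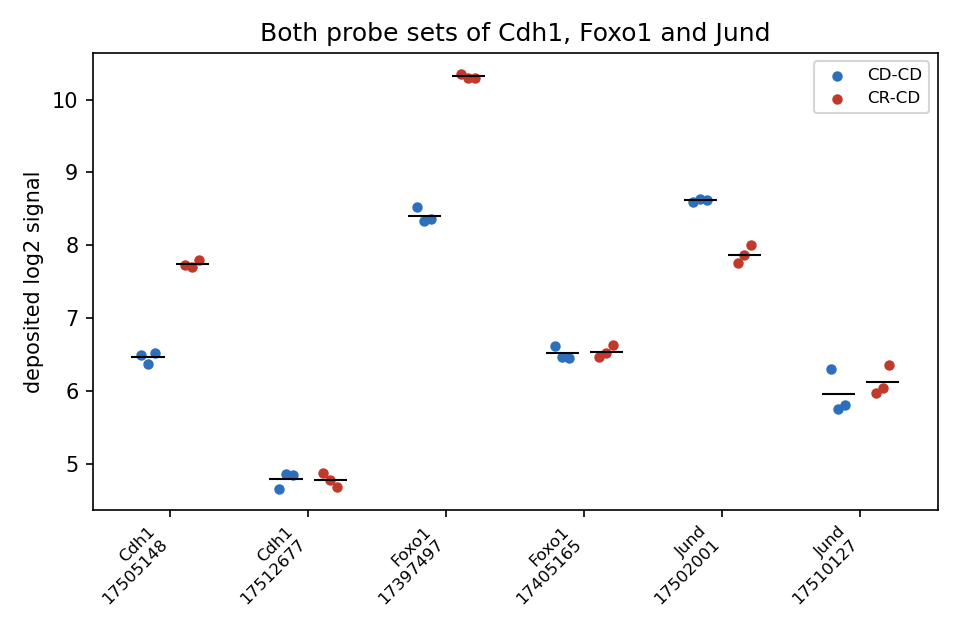
Deposited log2 signal of each array for both probe sets of Cdh1, Foxo1 and Jund, named by symbol and probe set number, with a line at the mean of each group of 3 arrays. The groups lie apart in the first probe set of each gene and overlap in the second. The second probe set of Cdh1 lies below the median signal of every array.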

#### 2.2.8. Results of Real-Time PCR Verification

Since network analysis showed the insulin signaling pathway and Wnt signaling pathway were in the center of all 463 differentially-expressed genes in the CR-CD group compared with the CD-CD group, thirteen differentially-expressed genes in the insulin signaling pathway and Wnt pathway were selected to perform real-time PCR. Real-time PCR results showed that trends in change of expression for the selected 13 genes were consistent with the microarray results. 

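On the arrays, Wnt5a, a ligand of noncanonical Wnt signaling, rose from 5.43 ± 0.12 to 7.11 ± 0.06 (SD, n = 3 per group), a log2 fold change of 1.68 (standard error 0.08, adjusted p = 6.61e-05 from limma). Tcf7l2, a transcription factor of the Wnt pathway, rose by 2.00, Ctnnb1, which encodes beta-catenin, by 1.18 and Pck2, the mitochondrial form of phosphoenolpyruvate carboxykinase, by 0.82 (adjusted p = 0.0121). Irs2, an adaptor of the insulin receptor, fell from 7.79 ± 0.19 to 6.20 ± 0.06 (SD, n = 3 per group), a log2 fold change of -1.59 (standard error 0.11, adjusted p = 0.000249 from limma). Slc2a4, the insulin-responsive glucose transporter, fell by 1.11 and Pik3ca, a catalytic subunit of PI 3-kinase, fell by 0.89. Of the 8 genes of the higher group, 5 rose, 0 fell and 3 did not pass, and of 4 measured genes of the lower group, all 4 fell, with the same counts when adjusted over the list alone. The study chose these genes on the same arrays, so the counts are not independent evidence, and all 9 genes that passed held values in the longer number format. G6pc, the last enzyme of gluconeogenesis, had a log2 fold change of -0.25 (standard error 0.26, adjusted p = 0.959) that was 0.0086 without CR-CD replicate 3, and Ptpn1, a phosphatase of the insulin receptor, of 0.34 (standard error 0.17, adjusted p = 0.835). Without CD-CD replicate 1, Ptpn1 had a log2 fold change of 0.55 (adjusted p = 0.0347 from limma). Of its 3 CR-CD values, 2 were in the longer number format. Socs2, a regulator of cytokine signaling, had a log2 fold change of 0.18 (standard error 0.44, adjusted p = 0.999) in its brighter probe set, and of 1.53 (standard error 0.09, adjusted p = 0.000157 from limma over all probe sets) in a second probe set with CR-CD values in the longer format. Without CR-CD replicates 2 or 3, the brighter probe set had log2 fold changes of -0.08 and -0.12. Pck2 did not pass with the methods' t-test (adjusted p = 0.179, each gene compared on its own spread), nor without CR-CD replicates 2 or 3 or CD-CD replicate 3 (adjusted p from 0.0742 to 0.0850).

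**Figure D4:**
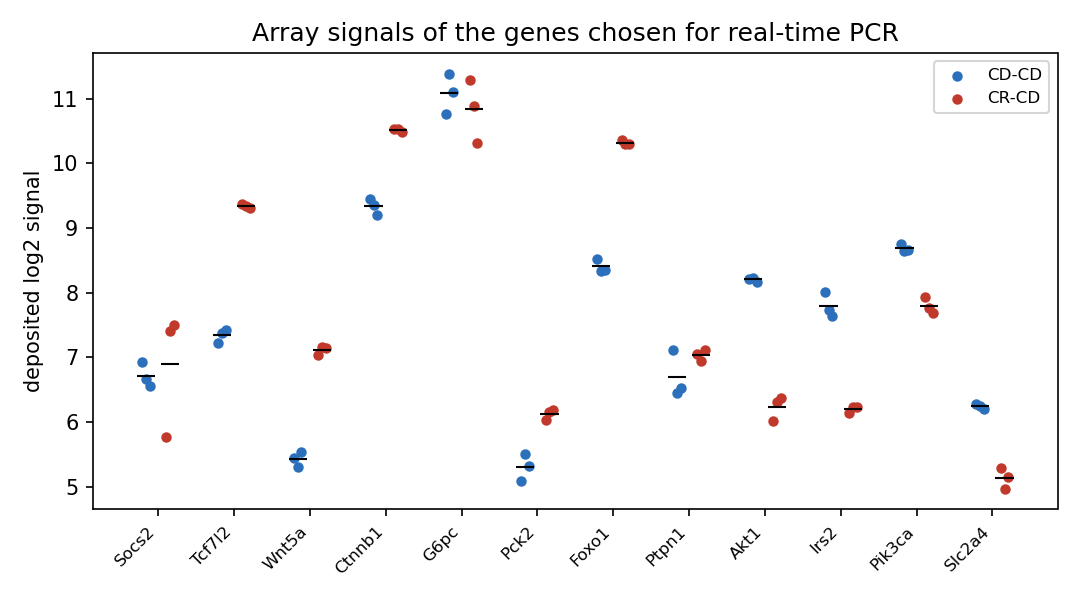
Deposited log2 signal of each array for the 12 measured genes chosen for real-time PCR, with a line at the mean of each group of 3 arrays. The groups overlap in G6pc, Ptpn1 and Socs2 and lie apart in the other 9 genes.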

*Socs2*, *Tcf7l2*, *Wnt5a*, *Ctnnb1* (catenin, beta1), *G6pc*, *Pck2* (*Pepck*), *FoxO1*, and *Ptpn1* (*Ptp1b*) showed higher expression levels, and lower expression in *Akt1*, *Irs2*, *Pik3ca*, *Slc2a4* (*Glut4*), and *Ins1* in the CR-CD, CD-CR, and CR-CR groups than that in the CD-CD group (Figure 3, *p* < 0.01).

#### 2.2.9. Western Blot

Total protein expression of IRS2 and SLC2A2 (GLUT2) was down-regulated, while WNT5A was up-regulated more significantly in the CR-CD, CD-CR, and CR-CR groups than in the CD-CD group (*p* < 0.01, Figure 4).

## 3. Discussion

In this study, a chromium-restricted diet excluded 90% of chromium potassium sulfate from the control diet (0.14 mg chromium/kg diet). The adequate intake for a human as recommended by the National Research Council is 30 μg chromium/day. Although the dose we used is higher than the human recommended minimum dose, this dose is the lowest chromium content in rodent diets. Our results showed that a 29-week chromium-restricted diet (CD-CR group) led to obesity and hyperglycemia in a mouse model. Previous studies revealed the key role of chromium as a blood glucose and lipid regulator [17,18]. Both in a diabetic rodent model and patients, chromium supplementation could improve glucose and lipid metabolism [11,19,20,21].

More importantly, we found that maternal chromium restriction (CR-CR group and CR-CD group) did not change the birth weight of offspring. However, maternal chromium restriction increased offspring body weight at 32 weeks of age. Even the body weight of CR-CD group, which was converted to normal diet after weaning and had normal serum chromium levels, was higher than the CD-CD group. These results demonstrated that a maternal chromium-restricted diet irreversibly increased body weight. In other maternal undernutrition models, other scientists found similar results. Kumar et al. found that offspring born to vitamin-B12 deficiency dams had a lower birth weight and higher body weight from three months [22], and we found that the food intake among four groups were comparable. This finding suggests that hyperphagia may not be the cause of obesity, but differences in basal energy expenditure may contribute.

In addition, we found that maternal chromium restriction irreversibly led to glucose intolerance in 32-week-old offspring. Inagadapa et al. also found that maternal chromium restriction increased fasting plasma glucose (from nine months), and the area under the curve of glucose during oral glucose tolerance testing (from 15 months) in the offspring [16]. In our study, the mice from chromium-restricted diet dams showed glucose metabolism disorder earlier than in Inagadapa’s results, which is partly due to the lower chromium content that we used. Other maternal undernutrition diets, such as maternal protein restriction, also leads offspring to impaired glucose tolerance [23].

Moreover, maternal chromium restriction irreversibly increased fasting insulin levels and HOMA-IR. Previous study also found that maternal chromium restriction increased fasting insulin (from 15 months) and HOMA-IR (from nine months). Rehabilitation could not correct this effect [16]. Other maternal mineral-restricted models also showed hyperinsulinemia and insulin resistance, such as magnesium restriction. Moreover, pups which switched to the control diet from the magnesium restriction diet after lactation or weaning had even higher serum insulin and higher HOMA-IR [24]. From our results, mice from maternal chromium restriction diets showed higher body weight and insulin resistance. We cannot dismiss the contribution of obesity to insulin resistance. However, from Inagadapa’s study, the early development of insulin resistance (from nine months) in male rats from maternal chromium restriction could promote metabolic disorders that lead to increased adipose tissue (from 18 months).

By using the STRING gene network and KEGG pathway analysis, we found that some genes in the insulin signaling pathway were in the center of the gene function network. Real-time PCR results showed that a maternal chromium restriction diet can inhibit the insulin signaling pathway, such as insulin receptor substrate 2 (*Irs2*), phosphatidylinositol 3-kinase catalytic alpha polypeptide (*Pi3kca*), and thymoma viral ptoto-oncogene (*Akt1*). Moreover, the total protein expression of IRS2 and GLUT2 was also down-regulated by maternal chromium restriction. In the liver, insulin promotes glucose uptake and suppresses hepatic glucose production by stimulating a cascade of signaling processes initiated by the binding of insulin to extracellular α-subunit of the insulin receptor (IR) on the cellular membrane. In the presence of insulin, IR phosphorylates insulin receptor substrate (IRS), which are linked to the activation of the PI3K-Akt pathway, which is responsible for most of the metabolic actions of insulin [25]. Ye et al. found hepatocytes in intrauterine growth restriction (IUGR) rats with catch-up growth showing decreased *Irs1* and *Pi3k* expression [26]. Chromium plays a vital role in glucose regulation in vivo. Chromium picolinate can stimulate phosphorylation of IRS-1 and PI3K activity in the skeletal muscle of an insulin-resistant rat model, JCR: LA-corpulent rat [27]. Chromium (d-Pheylalanine)_3_ enhances insulin-stimulated phosphorylation of Akt in a time- and concentration-dependent manner in adipocytes of ob/ob mice [28]. Our previous study also shows chromium-containing drugs can improve blood glucose through activating insulin signaling [29].

Otherwise, we found maternal chromium restriction could activate the expression of *G6pc*, *Pck2* (*Pepck*), and *FoxO1* in offspring liver. FoxO1 can be phosphorylated through the activation of Akt. Phosphorylated FoxO1 became inactivated. Thus, the phosphorylation of FoxO1 by Akt reduces its entry into the nucleus. In the nucleus, FoxO1 could regulate the expression of *G6pc* and *Pck2,* which are two key enzymes in hepatic gluconeogenesis [30]. In our study, maternal chromium restriction impaired PI3K-Akt signaling, thus activating *FoxO1*, resulting in excess hepatic glucose production. A maternal high-fat diet increased FOXO1 in islets of adult mice offspring [31]. A maternal vitamin D-restricted diet activated *FoxO1* in offspring islets [32]. Thus, our study showed that maternal chromium restriction could stimulate hepatic glucose production in the livers of pups, contributing to the fasting hyperglycemia.

Another interesting finding is that a maternal chromium restriction diet could increase the suppressor of cytokine signaling 2 (*Socs2*) expression in the liver. The SOCS family can inhibit cytokine-induced signaling pathway. They can also be a part of classical negative feedback loop [33]. The expression of SOCSs are upregulated in liver, skeletal muscle, and adipose tissue in insulin resistance animal model [34,35]. More importantly, SOCSs can regulate insulin signaling through mediating several molecules, such as IR and IRS [36]. Transferring *Socs3* siRNA in hepatocytes from IUGR rats with catch-up growth might mediate insulin signaling disorder [26].

Moreover, in KEGG pathway analysis, Wnt signaling is at the topmost rank. We found that mRNA expression of *Ctnnb1* (β-catenin), *Tcf7l2*, and *Wnt5a*, and the total protein expression of WNT5A, is up-regulated by maternal chromium restriction. The Wnt/β-catenin pathway has a key role in embryonic development, cellular fate and migration, tumorigenesis, and organogenesis [37]. Wnt ligands can activate β-catenin through binding to membrane receptors. Activated β-catenin transfers into nucleus. In the nucleus, β-catenin binds to T cell factor (TCF) to regulate the gene expression. One cohort study in Japanese population found a single nucleotide polymorphism (SNP) site in *Wnt5b* gene is correlative with risk of diabetes [38]. Transcription factor 7-like 2 (*Tcf7l2*) is a unique gene which is a type 2 diabetes candidate gene in the TCF family [39]. More and more studies highlight the role of the Wnt pathway in regulating glucose metabolism in several different models. Wnt signaling may alter the activity of the kinase of Akt, thereby modulating insulin signal transduction [40]. Liu et al. found that acute liver-specific deletion of β-catenin resulted in lower fasting plasma glucose concentrations and improved glucose tolerance in high-fat diet mice [41]. Thus, maternal chromium restriction could activate Wnt signaling in the livers of offspring to disturb the glucose metabolism.

## 4. Materials and Methods

### 4.1. Study Design and Animals

All procedures were performed with the approval of the Animal Care Committee of the Peking Union Medical Hospital Animal Ethics Committee (Project identification code: MC-07-6004, 15 March 2013), and all efforts were made to minimize suffering. Seven-week-old female and male C57BL mice (18.4 ± 1.3 g) were purchased from the Institute of Laboratory Animal Science, Chinese Academy of Medical Sciences and Peking Union Medical College (Beijing, China, SCXK-2013-0107). All mice were maintained in individual cages in a room at 24 ± 1 °C with lights on from 6:00 a.m. to 6:00 p.m. Mating was performed by housing females with adult males overnight, and pregnancy was confirmed by examining vaginal smears for the presence of sperm. After mating, the females were randomly divided into two groups and fed either the control diet (CD, casein-based diet based on the American Institute of Nutrition AIN-93G diet, containing 1.19 mg chromium/kg diet) or a chromium-restricted diet (CR, only reduced by 90 percent of chromium potassium sulfate from the control diet, containing 0.14 mg chromium/kg diet). The concentration of chromium in the diet was analyzed by an atomic absorption spectrometer (TAS986, Beijing Persee General Corperation, Beijing, China). All diets were produced by Research Diets (New Brunswick, NJ, USA). Mice were fed with this diet during the pregnancy and lactation periods. After the birth of the offspring, the litter size in each cage was randomly adjusted to six pups (three males, three females, if possible) to ensure equal nutrition until the pups were weaned.

After weaning, offspring were separated into four groups: CD-CD group, CD-CR group, CR-CD group, and CR-CR group. Only male offspring were used for the present study to avoid sex differences on the effect of maternal nutrition on glucose metabolism [42]. At the end of the experimental period (32 weeks of age), male mice (*n* = 8 per group) were sacrificed. A blood sample was collected from the intraorbital retrobulbar plexus from the anesthetized mice (10 h fasted, ketamine 100 mg/kg i.p., Pharmacia and Upjohn Ltd., Crawley, UK). Livers of the offspring were quickly removed and stored at −80 °C for further analysis. Figure 5 shows the feeding protocol.

### 4.2. Measurement of the Serum Chromium Level

Serum was obtained from the dams (*n* = 8 per group) at weaning and offspring (*n* = 8 per group) at eight months of age for chromium analysis. The blood samples were collected in serum-separated tubes to obtain serum. The coagulated blood was left to clot at room temperature for 30 min and then centrifuged for 15 min at 2000 rpm at 4 °C. The supernatant fluid was then separated and stored frozen (−80 °C) for analysis. For chromium determination, serum was diluted at a ratio of 1:4 in 0.1% Triton-X 100 and 0.01 mol/L nitric acid. All laboratory glassware was soaked by nitric acid and rinsed with deionized water to avoid metal contamination. The serum chromium concentration was measured by an atomic absorption spectrometer (Atomic Absorption Spectrophotometer, Hitachi, Japan). Chromium standard solution for the calibration curve (0, 0.1, 0.2, 0.5, 1, 2 ng/mL Cr) was freshly prepared by serial dilution of the stock solution (100 ng/mL Cr) with 0.01 mol/L nitric acid.

### 4.3. Measurements of Body Weight and Food Intake

Body weight of dams were measured at weaning. At birth, weaning and age of 32 weeks, all of the pups were weighed. At 32 weeks of age, food intake was determined for each group by weighing the total amount of food given at the start of the week and then subtracting the amount of food remaining at the end of the week. The average food consumed per mouse was then obtained by dividing by the number of mice.

### 4.4. Fasting Blood Glucose, Oral Glucose Tolerance Test (OGTT)

Blood glucose measurements from tail blood were recorded using a blood glucose analyzer (Bayer Contour TS glucometer, Bayer, Hamburg, Germany). Oral glucose tolerance test was performed after fasting of the mice overnight (32 weeks old). After collection of fasting sample (time 0), 2.0 g of glucose/body weight was administered, and tail blood samples were collected at 30, 60, and 120 min after glucose administration. The area under the curve (AUC) was calculated for blood glucose (BG) during the OGTT using the following equation:

$$\mathrm{AUC}=0.5\times \frac{BG0+BG30}{2}+0.5\times \frac{BG30+BG60}{2}+1\times \frac{BG60+BG120}{2}$$

### 4.5. Measurement of Serum Insulin and HOMA-IR

Mice were food-deprived overnight and serum was obtained to analyze insulin (ELISA, Mouse insulin kit, Millipore, Bellerica, MA, USA) concentration according to the manufacturer’s protocols. Insulin resistance was assessed from fasting plasma glucose and insulin concentrations by computing the homeostasis model assessment of insulin resistance (HOMA-IR) values, according to the following formula:

$$\text{HOMA}-\text{IR}=\frac{Fasting\;insulin\;\left(\mu IU/mL\right)\;\times \;Fasting\;glucose\;\left(mmol/L\right)}{22.5}$$

### 4.6. RNA Extraction from Liver and Whole Liver Genome Expression Profiling

RNA was extracted from 250 mg of mice livers using an RNA Isolation Kit (mirVanaTM, Ambion, San Paulo, Brazil). RNA quantity and quality were assessed by Nanodrop ND-1000 (Nanodrop, Wilmington, DE, USA). The 260/280 ratios of all samples were between 1.95 and 2.10. The integrity and quality of the RNA was assessed using the Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). All RNA integrity number (RIN) values were ≥7.3. To synthesize cDNA, 10 μL total RNA was mixed with 4 μL Master Mix, 2 μL specific primers, and completed up to 20 μL with H_2_O. The cycling conditions were: 25 °C for 5 min, 42 °C for 30 min, and 85 °C for 5 min. Then, the Affymetrix GeneChip Mouse Gene 2.0 ST whole transcript-based array (Affymetrix, Santa Clara, CA, USA) covering 26,515 genes, was used to analyze mRNA expression. Three microarrays each were performed from the CD-CD group and the CR-CD group. All arrays were uploaded into Genespring v 12.5 (Agilent Tchnologies, Palo Alto, CA, USA) for data normalization, quality control, and first-pass analysis. Differentially-expressed genes were then identified through fold change, as well as *p*-value, calculated with a *t*-test. The threshold set for up- and down-regulated genes was a fold change ≥1.5 and a *p*-value ≤0.05.

### 4.7. Pathway and Network Analysis

To clarify the function of differentially expressed genes and involved pathway, bioinformatics analysis was performed. By using DAVID functional analysis tool (Database for Annotation, Visualization, and Integrated Discovery [43], Leidos Biomedical Research Inc., Frederick, MD, USA), differentially expressed genes were enriched into different gene ontologies (GO) [44] and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways [45]. Moreover, STRING Software (Biobyte Solution, Heidelberg, Germany) [46] analyzed the connections among differentially expressed genes in involved pathway.

### 4.8. Real-Time PCR Validation

Real-time PCR analysis of gene expression was performed in an ABI Prism 7500 system (Applied Biosystems, Foster City, CA, USA). The primers used were obtained from Applied Biosystems (Table S3). Target mRNA expression was normalized to CypA expression and expressed as a relative value using the comparative threshold cycle (*C*_t_) method (2^−ΔΔ*C*t^) according to the manufacturer’s instructions.

### 4.9. Western Blot

Protein samples were prepared with lysis buffer (1% Triton X-100, 150 mmol.L NaCl, 10 mmol/L Tris-HCL, pH 7.4, 1 mmol/L EDTA, 1 mmol/L EGTA, pH 8.0, 0.2 mmol/L Na_3_VO_4_, 0.2 mmol/L phenylmethysulfonyl fluoride, and 0.5% NP-40). Lysates were centrifuged (13,000 rpm, 4 °C for 10 min), and protein was quantified using Bradford staining (Bio-Rad, Hercules, CA, USA). Equal amounts (50 μg per sample) of protein from each sample was applied to 10% sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE) and electrotransferred to polyvinylidene difluoride (PVDF) membranes (Bio-Rad, Hercules, CA, USA), and then blocked in 5% skimmed milk dissolved in Tris-buffered saline buffer (TBS; 10 mmol/L Tris, pH 7.5, 100 mmol/L NaCl) overnight at 4 °C with the primary antibodies. The expression levels of IRS2 (IRS2 rabbit antibody, 1:1000, Cell Signaling Technology, Danvers, MA, USA), GLUT2 (GLUT2 rabbit antibody, 1:1000, Cell Signaling Technology, Danvers, MA, USA), WNT5A (WNT5A rabbit antibody, 1:1000, Cell Signaling Technology, Danvers, MA, USA), and β-actin (as internal control, β-actin rabbit antibody, 1:1000, Abcam, Cambidge, MA, USA) were determined using specific antibodies. Appropriated secondary antibodies conjugated to horseradish peroxidase (1:3000, Cell Signaling Technology, Danvers, MA, USA) were incubated with respective membranes for 2 h at room temperature. This was followed by five intermittent washes with 1× TBS buffer. Visualization was performed with the use of enhanced chemiluminescence (ECL; Cell Signaling Technology, Danvers, MA, USA). The results were quantified by densitometric analysis using Image-J software (NIH, National Institute of Health, Bethesda, MD, USA). The experiments were replicated three times.

### 4.10. Data Analysis

The data are expressed as the mean and the associated standard deviation of the mean. Differences between the groups were analyzed using one of the following tests: unpaired Student’s *t*-test, or one-way ANOVA followed by Tukey’s post hoc test. A *p*-value ≤0.05 was considered statistically significant (Prism version 5.0 for Windows, GraphPad Software, San Diego, CA, USA).

## 5. Conclusions

In summary, our data shows that adult mice from chromium-restricted dams display obesity, hyperglycemia, and insulin resistance. More importantly, the insulin signaling pathway and Wnt signaling pathway may be the underlying mechanisms that lead to glucose metabolism disturbance (Figure 6). These results are important for the understanding of the glucose metabolism disorder caused by chromium restriction during the embryonic and suckling period. Our study points to the need for prevention of diabetes and the consumption of chromium-restricted diets during this important period for the development of the glucose metabolic balance in later life. Novel drugs targeting insulin signaling and Wnt signaling pathways are expected to prevent and intervene in the glucose metabolism disease programming to reduce the global burden of diabetes.

## Figures and Tables

**Figure 1:**
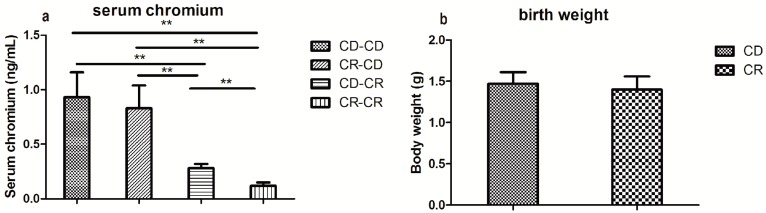

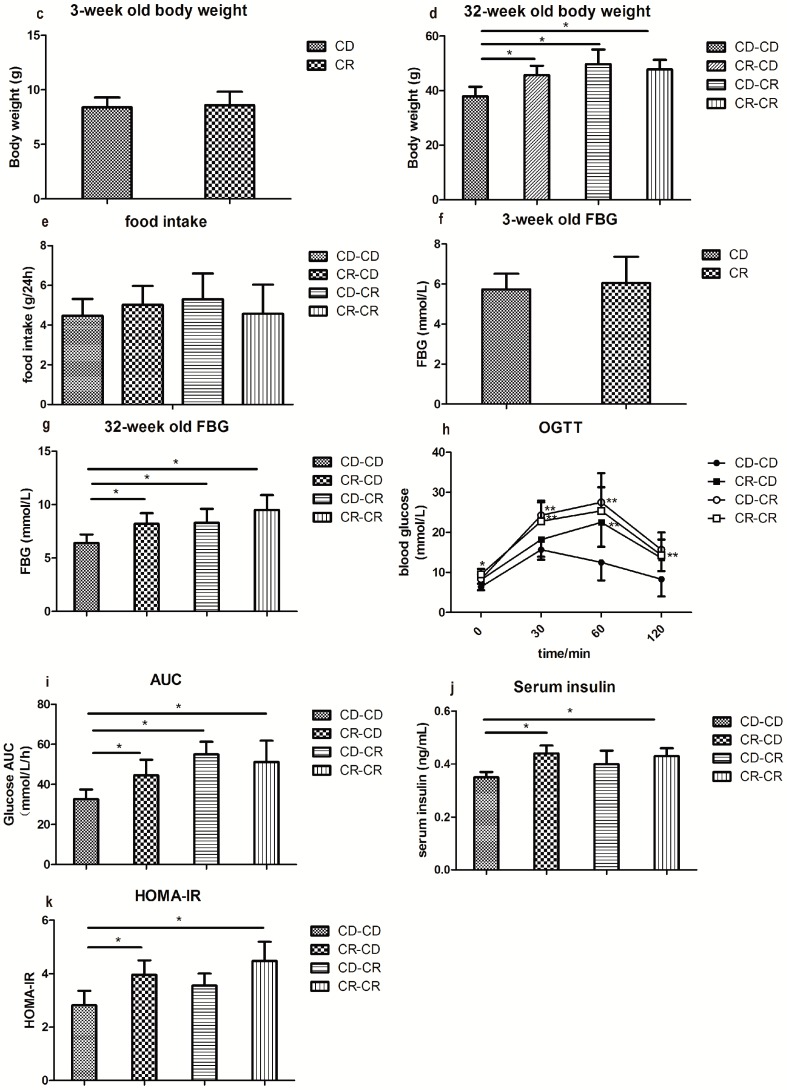
Serum chromium level (**a**) at week 32; body weight on birth day (**b**); week 3 (**c**); and week 32 (**d**); food intake (**e**); fasting blood glucose (FBG) at week 3 (**f**) and week 32 (**g**); and blood glucose in oral glucose tolerance test (OGTT) (**h**) and blood glucose area under the curve (AUC) (**i**) in OGTT, fasting insulin (**j**) and homeostasis model assessment of insulin resistance (HOMA-IR) (**k**) at week 32 in male offspring. CD, control diet; CR: chromium restriction. Each bar represents the mean ± SD. For (**a**,**d**,**e**,**g**–**j**), *n* = 8 per group; for (**b**,**c**,**f**), *n* = 16 per group. * *p* < 0.05, ** *p* < 0.01.

**Figure 2:**
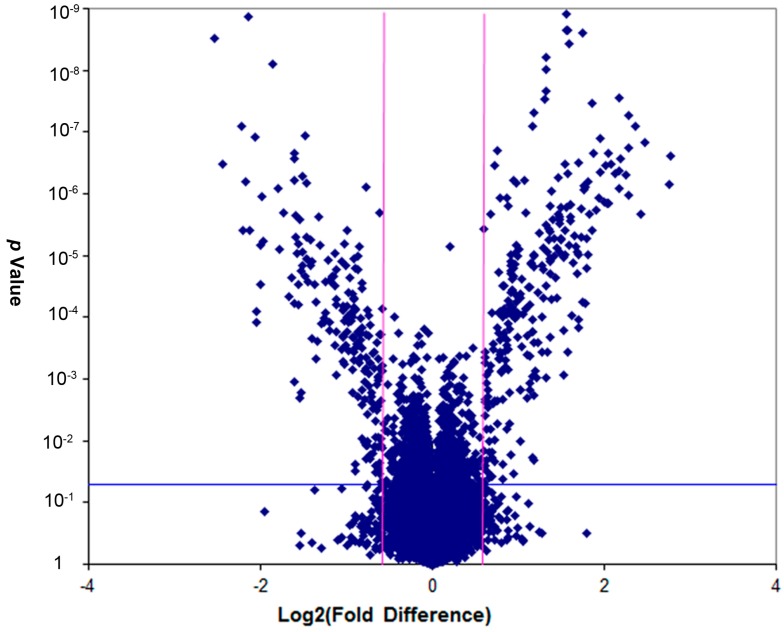
Volcano plot representing the Log2 fold change and the *p*-value of the genes in the array. Volcano plots are a useful tool for visualizing differential expression patterns between two groups. The vertical lines correspond to 1.5-fold up- and down-regulation, and the horizontal line represents a *p*-value of 0.05.

**Figure 3:**
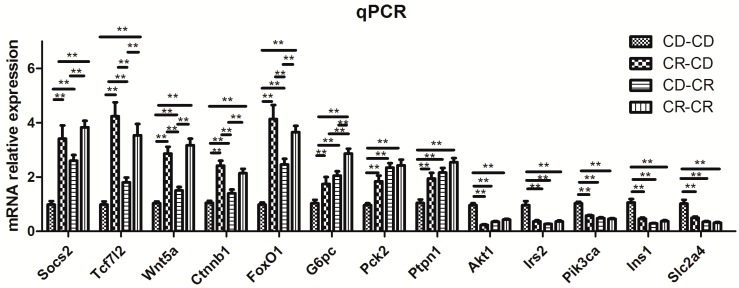
Validation of differentially-expressed genes by real-time PCR. *Socs2*: suppressor of cytokine signaling 2; *Akt1*: thymoma viral proto-oncogene 1; *Irs2*: insulin receptor substrate 2; *Pik3ca*: phosphatidylinositol 3-kinase, catalytic, alpha polypeptide; *Tcf7l2*: transcription factor 7 like 2; *Wnt5a*: wingless-type MMTV integration site family, member 5A; *Ctnnb1* (catenin, beta 1): catenin (cadherin associated protein), beta 1; *FoxO1*: forkhead box O1; *G6pc*: glucose-6-phosphatase, catalytic, *Ins1*: insulin 1; *Pck2* (*Pepck*): phosphoenolpyruvate carboxykinase 2; *Slc2a4* (*Glut4*): solute carrier family 2 member 4; *Ptpn1* *(Ptp1b*): protein tyrosine phosphatase, non-receptor type 1. CD, control diet; CR: chromium restriction. *n* = 8 per group, ** *p* < 0.01.

**Figure 4:**
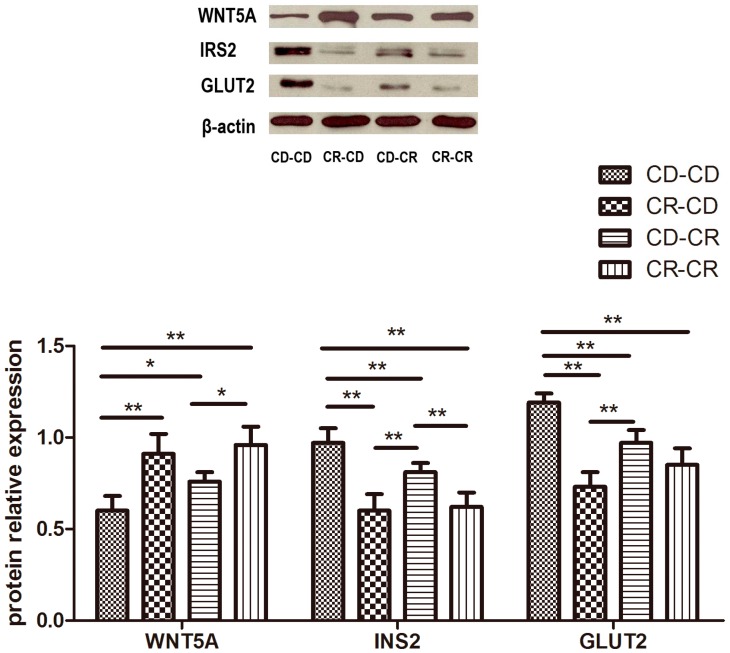
The protein levels were detected by Western blot. IRS2: insulin receptor substrate 2; SLC2A2 (GLUT2): solute carrier family 2 member 2; WNT5A: wingless-type MMTV integration site family, member 5A. CD, control diet; CR: chromium restriction. *n* = 8 per group, * *p* < 0.05, ** *p* < 0.01.

**Figure 5:**
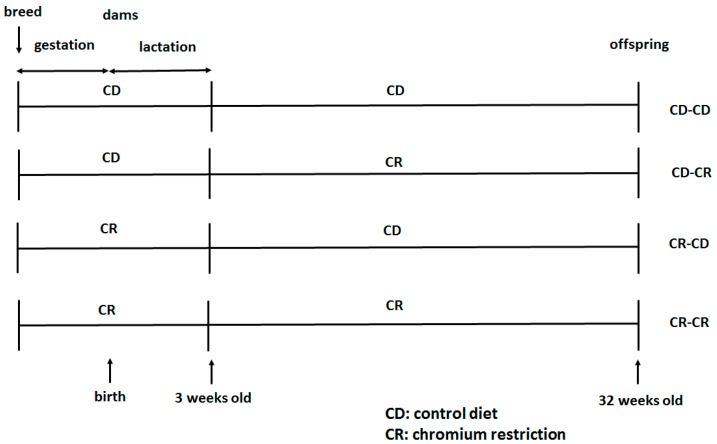
Schematic representation of the feeding protocol. CD, control diet; CR: chromium restriction.

**Figure 6:**
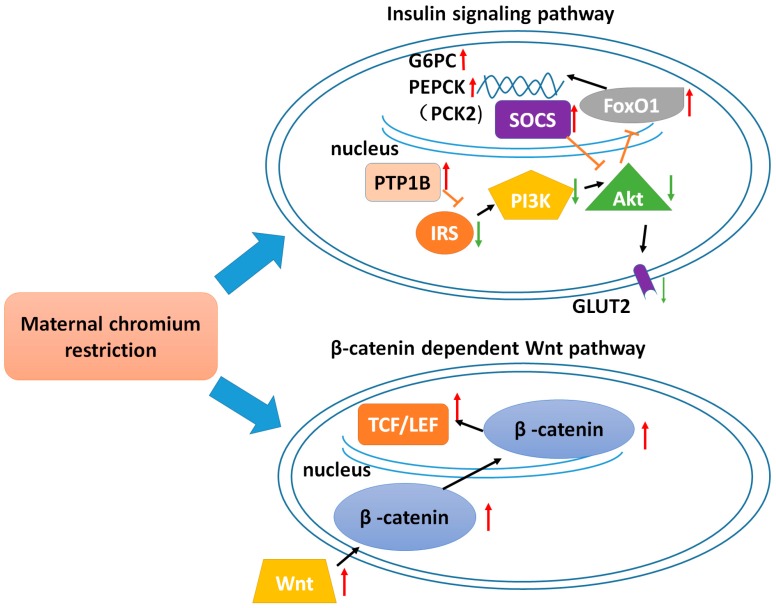
Schematic representation of maternal chromium restriction on the insulin signaling pathway and β-catenin-dependent Wnt pathway. In the Wnt pathway, maternal chromium restriction activates offspring liver β-catenin through Wnt, resulting β-catenin enters the nucleus. In nucleus, β-catenin binds to T cell factor/lymphoid enhancer factor (TCF/LEF) to activate target genes. In the insulin signaling pathway, maternal chromium restriction inhibits insulin receptor substrate (IRS)/phosphatidylinositol 3-kinase (PI3K)/Akt/protein kinase B (PKB) signaling pathway, enhancing the expression of G6PC and PEPCK to increase hepatic glucose production. Black arrows show the interaction of genes. T–bars show the inhibition of genes. Red arrows show upregulation of genes. Green arrows show downregulation of genes. SOCS: suppressor of cytokine signaling; Akt: thymoma viral proto-oncogene; IRS: insulin receptor substrate; PI3K: phosphatidylinositol 3-kinase; TCF/LEF: transcription factor/lymphoid enhancer factor; FOXO1: forkhead box O1; G6PC: glucose-6-phosphatase, catalytic; GLUT2: glucose transporter 2; PTP1B: protein tyrosine phosphatase, non-receptor type 1.

## Supplementary Materials

Supplementary materials can be found at www.mdpi.com/1422-0067/17/10/1767/s1.

## Abbreviations

AUC	the area under the curve
GO	gene ontologies
HOMA-IR	homeostasis model assessment of insulin resistance
KEGG	Kyoto Encyclopedia of Genes and Genomes
OGTT	oral glucose tolerance test
RIN	RNA integrity number

## References

[1] Whincup P.H., Kaye S.J., Owen C.G., Huxley R., Cook D.G., Anazawa S., Barrett-Connor E., Bhargava S.K., Birgisdottir B.E., Carlsson S. (2008). Birth weight and risk of type 2 diabetes: A systematic review. JAMA.

[2] Vaag A.A., Grunnet L.G., Arora G.P., Brons C. (2012). The thrifty phenotype hypothesis revisited. Diabetologia.

[3] Hales C.N., Barker D.J., Clark P.M., Cox L.J., Fall C., Osmond C., Winter P.D. (1991). Fetal and infant growth and impaired glucose tolerance at age 64. BMJ.

[4] Molendi-Coste O., Laborie C., Scarpa M.C., Montel V., Vieau D., Breton C. (2009). Maternal perinatal undernutrition alters postnatal development of chromaffin cells in the male rat adrenal medulla. Neuroendocrinology.

[5] Kimani-Murage E.W., Kahn K., Pettifor J.M., Tollman S.M., Dunger D.B., Gomez-Olive X.F., Norris S.A. (2010). The prevalence of stunting, overweight and obesity, and metabolic disease risk in rural south african children. BMC Public Health.

[6] Sawaya A.L., Roberts S. (2003). Stunting and future risk of obesity: Principal physiological mechanisms. Cadernos de Saúde Pública.

[7] Lesage J., Sebaai N., Leonhardt M., Dutriez-Casteloot I., Breton C., Deloof S., Vieau D. (2006). Perinatal maternal undernutrition programs the offspring hypothalamo-pituitary-adrenal (HPA) axis. Stress.

[8] Moura A.S., Carpinelli A.R., Barbosa F.B., Gravena C., Mathias P.C. (1996). Undernutrition during early lactation as an alternative model to study the onset of diabetes mellitus type II. Res. Commun. Mol. Pathol. Pharmacol..

[9] De Oliveira J.C., Scomparin D.X., Andreazzi A.E., Branco R.C., Martins A.G., Gravena C., Grassiolli S., Rinaldi W., Barbosa F.B., Mathias P.C. (2011). Metabolic imprinting by maternal protein malnourishment impairs vagal activity in adult rats. J. Neuroendocrinol..

[10] Candilish D.J. (2000). Minerals. J. Am. Coll. Nutr..

[11] Feng W., Mao G., Li Q., Wang W., Chen Y., Zhao T., Li F., Zou Y., Wu H., Yang L. (2015). Effects of chromium malate on glycometabolism, glycometabolism-related enzyme levels and lipid metabolism in type 2 diabetic rats: A dose-response and curative effects study. J. Diabetes Investig..

[12] Rhodes N.R., McAdory D., Love S., Di Bona K.R., Chen Y., Ansorge K., Hira J., Kern N., Kent J., Lara P. (2010). Urinary chromium loss associated with diabetes is offset by increases in absorption. J. Inorg. Biochem..

[13] Morris B.W., Kemp G.J., Hardisty C.A. (1985). Plasma chromium and chromium excretion in diabetes. Clin. Chem..

[14] Morris B.W., MacNeil S., Hardisty C.A., Heller S., Burgin C., Gray T.A. (1999). Chromium homeostasis in patients with type II (NIDDM) diabetes. J. Trace Elem. Med. Biol..

[15] Rajendran K., Manikandan S., Nair L.D., Karuthodiyil R., Vijayarajan N., Gnanasekar R., Kapil V.V., Mohamed A.S. (2015). Serum chromium levels in type 2 diabetic patients and its association with glycaemic control. J. Clin. Diagn. Res..

[16] Padmavathi I.J., Rao K.R., Raghunath M. (2011). Impact of maternal chromium restriction on glucose tolerance, plasma insulin and oxidative stress in wnin rat offspring. J. Mol. Endocrinol..

[17] Krol E., Krejpcio Z. (2010). Chromium(III) propionate complex supplementation improves carbohydrate metabolism in insulin-resistance rat model. Food Chem. Toxicol..

[18] Hao C., Hao J., Wang W., Han Z., Li G., Zhang L., Zhao X., Yu G. (2011). Insulin sensitizing effects of oligomannuronate-chromium (III) complexes in C2C12 skeletal muscle cells. PLoS ONE.

[19] Feng W., Zhao T., Mao G., Wang W., Feng Y., Li F., Zheng D., Wu H., Jin D., Yang L. (2015). Type 2 diabetic rats on diet supplemented with chromium malate show improved glycometabolism, glycometabolism-related enzyme levels and lipid metabolism. PLoS ONE.

[20] Racek J., Sindberg C.D., Moesgaard S., Mainz J., Fabry J., Muller L., Racova K. (2013). Effect of chromium-enriched yeast on fasting plasma glucose, glycated haemoglobin and serum lipid levels in patients with type 2 diabetes mellitus treated with insulin. Biol. Trace Elem. Res..

[21] Onakpoya I., Posadzki P., Ernst E. (2013). Chromium supplementation in overweight and obesity: A systematic review and meta-analysis of randomized clinical trials. Obes. Rev..

[22] Kumar K.A., Lalitha A., Pavithra D., Padmavathi I.J., Ganeshan M., Rao K.R., Venu L., Balakrishna N., Shanker N.H., Reddy S.U. (2013). Maternal dietary folate and/or vitamin B_12_ restrictions alter body composition (adiposity) and lipid metabolism in wistar rat offspring. J. Nutr. Biochem..

[23] Vo T.X., Revesz A., Sohi G., Ma N., Hardy D.B. (2013). Maternal protein restriction leads to enhanced hepatic gluconeogenic gene expression in adult male rat offspring due to impaired expression of the liver X receptor. J. Endocrinol..

[24] Venu L., Kishore Y.D., Raghunath M. (2005). Maternal and perinatal magnesium restriction predisposes rat pups to insulin resistance and glucose intolerance. J. Nutr..

[25] Taniguchi C.M., Emanuelli B., Kahn C.R. (2006). Critical nodes in signalling pathways: Insights into insulin action. Nat. Rev. Mol. Cell Biol..

[26] Ye J., Zheng R., Wang Q., Liao L., Ying Y., Lu H., Cianflone K., Ning Q., Luo X. (2012). Downregulating SOCS3 with sirna ameliorates insulin signaling and glucose metabolism in hepatocytes of iugr rats with catch-up growth. Pediatr. Res..

[27] Wang Z.Q., Zhang X.H., Russell J.C., Hulver M., Cefalu W.T. (2006). Chromium picolinate enhances skeletal muscle cellular insulin signaling in vivo in obese, insulin-resistant JCR:LA-cp rats. J. Nutr..

[28] Yang X., Li S.Y., Dong F., Ren J., Sreejayan N. (2006). Insulin-sensitizing and cholesterol-lowering effects of chromium (d-phenylalanine)_3_. J. Inorg. Biochem..

[29] Zhang Q., Xiao X.H., Li M., Li W.H., Yu M., Zhang H.B., Ping F., Wang Z.X., Zheng J. (2014). Chromium-containing traditional Chinese medicine, Tianmai Xiaoke tablet improves blood glucose through activating insulin-signaling pathway and inhibiting PTP1B and PCK2 in diabetic rats. J. Integr. Med..

[30] Krebs M., Roden M. (2005). Molecular mechanisms of lipid-induced insulin resistance in muscle, liver and vasculature. Diabetes Obes. Metab..

[31] Bringhenti I., Ornellas F., Mandarim-de-Lacerda C.A., Aguila M.B. (2016). The insulin-signaling pathway of the pancreatic islet is impaired in adult mice offspring of mothers fed a high-fat diet. Nutrition.

[32] Maia-Ceciliano T.C., Barreto-Vianna A.R., Barbosa-da-Silva S., Aguila M.B., Faria T.S., Mandarim-de-Lacerda C.A. (2016). Maternal vitamin D-restricted diet has consequences in the formation of pancreatic islet/insulin-signaling in the adult offspring of mice. Endocrine.

[33] Krebs D.L., Hilton D.J. (2000). SOCS: Physiological suppressors of cytokine signaling. J. Cell Sci..

[34] Emanuelli B., Peraldi P., Filloux C., Chavey C., Freidinger K., Hilton D.J., Hotamisligil G.S., van Obberghen E. (2001). SOCS-3 inhibits insulin signaling and is up-regulated in response to tumor necrosis factor-alpha in the adipose tissue of obese mice. J. Biol. Chem..

[35] Ueki K., Kondo T., Kahn C.R. (2004). Suppressor of cytokine signaling 1 (SOCS-1) and SOCS-3 cause insulin resistance through inhibition of tyrosine phosphorylation of insulin receptor substrate proteins by discrete mechanisms. Mol. Cell. Biol..

[36] Lebrun P., van Obberghen E. (2008). SOCS proteins causing trouble in insulin action. Acta Physiol..

[37] Clevers H. (2006). Wnt/β-catenin signaling in development and disease. Cell.

[38] Kanazawa A., Tsukada S., Sekine A., Tsunoda T., Takahashi A., Kashiwagi A., Tanaka Y., Babazono T., Matsuda M., Kaku K. (2004). Association of the gene encoding wingless-type mammary tumor virus integration-site family member 5B (*WNT5B*) with type 2 diabetes. Am. J. Hum. Genet..

[39] Neve B., Le Bacquer O., Caron S., Huyvaert M., Leloire A., Poulain-Godefroy O., Lecoeur C., Pattou F., Staels B., Froguel P. (2014). Alternative human liver transcripts of TCF7L2 bind to the gluconeogenesis regulator HNF4α at the protein level. Diabetologia.

[40] Abiola M., Favier M., Christodoulou-Vafeiadou E., Pichard A.L., Martelly I., Guillet-Deniau I. (2009). Activation of wnt/beta-catenin signaling increases insulin sensitivity through a reciprocal regulation of wnt10b and srebp-1c in skeletal muscle cells. PLoS ONE.

[41] Liu H., Fergusson M.M., Wu J.J., Rovira I.I., Liu J., Gavrilova O., Lu T., Bao J., Han D., Sack M.N. (2011). Wnt signaling regulates hepatic metabolism. Sci. Signal..

[42] Yokomizo H., Inoguchi T., Sonoda N., Sakaki Y., Maeda Y., Inoue T., Hirata E., Takei R., Ikeda N., Fujii M. (2014). Maternal high-fat diet induces insulin resistance and deterioration of pancreatic β-cell function in adult offspring with sex differences in mice. Am. J. Physiol. Endocrinol. Metab..

[43] Dennis G., Sherman B.T., Hosack D.A., Yang J., Gao W., Lane H.C., Lempicki R.A. (2003). David: Database for annotation, visualization, and integrated discovery. Genome Biol..

[44] Ashburner M., Ball C.A., Blake J.A., Botstein D., Butler H., Cherry J.M., Davis A.P., Dolinski K., Dwight S.S., Eppig J.T. (2000). Gene ontology: Tool for the unification of biology. The gene ontology consortium. Nat. Genet..

[45] Kanehisa M., Araki M., Goto S., Hattori M., Hirakawa M., Itoh M., Katayama T., Kawashima S., Okuda S., Tokimatsu T. (2008). Kegg for linking genomes to life and the environment. Nucleic Acids Res..

[46] Szklarczyk D., Franceschini A., Wyder S., Forslund K., Heller D., Huerta-Cepas J., Simonovic M., Roth A., Santos A., Tsafou K.P. (2015). STRING v10: Protein-protein interaction networks, integrated over the tree of life. Nucleic Acids Res..

# Supplementary material for: Maternal Chromium Restriction Leads to Glucose Metabolism Imbalance in Mice Offspring through Insulin Signaling and Wnt Signaling Pathways
**Source:** Int J Mol Sci. 2016 Oct 22;17(10):1767. doi: 10.3390/ijms17101767
**Supplement:** Supplementary file 1

Supplementary Materials: Maternal Chromium Restriction Leads to Glucose Metabolism Imbalance in Mice Offspring through Insulin Signaling and Wnt Signaling Pathways

Qian Zhang, Xiaofang Sun, Xinhua Xiao, Jia Zheng, Ming Li, Miao Yu, Fan Ping, Zhixin Wang, Cuijuan Qi, Tong Wang and Xiaojing Wang

Table S1. The most enrichment GO terms ($p < 0.001$).

Term	Count	Fold Enrichment	p -Value	Catalogue
transcription	60	1.8330	3.07×10^{-6}	Biology Process
regulation of transcription	70	1.7016	4.52×10^{-6}	Biology Process
regulation of RNA metabolic process	51	1.8554	1.66×10^{-5}	Biology Process
regulation of transcription, DNA-dependent	50	1.8476	2.32×10^{-5}	Biology Process
positive regulation of transcription, DNA-dependent	21	2.7328	8.75×10^{-5}	Biology Process
positive regulation of RNA metabolic process	21	2.7132	9.71×10^{-5}	Biology Process
response to insulin stimulus	8	7.3404	9.90×10^{-5}	Biology Process
positive regulation of transcription from RNA polymerase II promoter	19	2.8731	1.14×10^{-4}	Biology Process
insulin receptor signaling pathway	6	11.6004	1.41×10^{-4}	Biology Process
regulation of transcription from RNA polymerase II promoter	26	2.2849	1.76×10^{-4}	Biology Process
positive regulation of nitrogen compound metabolic process	23	2.3671	2.91×10^{-4}	Biology Process
tube development	15	3.0758	3.88×10^{-4}	Biology Process
positive regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolic process	22	2.3352	4.87×10^{-4}	Biology Process
positive regulation of transcription	21	2.3933	5.05×10^{-4}	Biology Process
positive regulation of cellular biosynthetic process	23	2.2556	5.60×10^{-4}	Biology Process
positive regulation of biosynthetic process	23	2.2353	6.34×10^{-4}	Biology Process
positive regulation of gene expression	21	2.3296	7.06×10^{-4}	Biology Process
ventricular cardiac muscle cell differentiation	4	19.6852	9.10×10^{-4}	Biology Process
nucleoplasm part	21	2.4608	3.34×10^{-4}	Cellular Components
nucleoplasm	23	2.3082	3.84×10^{-4}	Cellular Components
transcription regulator activity	46	2.2728	2.00×10^{-7}	Molecular Function
DNA binding	55	1.8401	6.91×10^{-6}	Molecular Function
transcription factor activity	29	2.2268	9.76×10^{-5}	Molecular Function
zinc ion binding	58	1.6418	9.96×10^{-5}	Molecular Function
transition metal ion binding	68	1.5536	1.01×10^{-4}	Molecular Function
transcription factor binding	15	3.1035	3.51×10^{-4}	Molecular Function

Table S2. Most enrichment pathways by KEGG ($p < 0.001$).

Pathway ID	Pathway	Count	Genes	Fold Enrichment	p-Value
mmu04310	Wnt signaling pathway	15	<i>Wnt5a, Ppp2r1a, Tcf7, Ppard, Ppp2r5b, Apc2, Crebbp, Skp1a, Tcf7l2, Porcn, Tcf7l1, Ctnnb1, Rac3, Ppp3cb, Frat1</i>	4.5484	1.81×10^{-5}
mmu05215	Prostate cancer	11	<i>Akt1, Tcf7, Ar, Creb3, Crebbp, Foxo1, Pik3ca, Ins1, Pik3r3, Tcf7l2, Tcf7l1</i>	5.5659	2.20×10^{-5}
mmu04520	Adherens junction	10	<i>Tcf7, Rac3, Crebbp, Lmo7, Cdh1, Ptpn1, Insr, Tcf7l2, Iqgap1, Tcf7l1</i>	5.9920	3.45×10^{-5}
mmu04910	Insulin signaling pathway	13	<i>Akt1, Irs2, Socs2, Slc2a4, Inpp5k, Tsc2, Foxo1, Pik3ca, Ptpn1, Ins1, Pik3r3, Pck2, Insr</i>	4.2899	4.00×10^{-5}
mmu04930	Type II diabetes mellitus	8	<i>Irs2, Socs2, Slc2a4, Cacna1g, Pik3ca, Ins1, Pik3r3, Insr</i>	7.4350	7.90×10^{-5}
mmu05213	Endometrial cancer	8	<i>Akt1, Tcf7, Apc2, Pik3ca, Cdh1, Pik3r3, Tcf7l2, Tcf7l1</i>	7.0061	1.17×10^{-4}
mmu05200	Pathways in cancer	19	<i>Wnt5a, Ar, Ppard, Tcf7, Apc2, Rxra, Crebbp, Itga2, Foxo1, Cdh1, Tcf7l2, Tcf7l1, Arnt, Akt1, Ccdc6, Rac3, Pik3ca, Rarb, Pik3r3</i>	2.6788	1.92×10^{-4}
mmu05216	Thyroid cancer	6	<i>Ccdc6, Tcf7, Rxra, Cdh1, Tcf7l2, Tcf7l1</i>	9.4220	3.53×10^{-4}

Table S3. Real-time PCR primers.

Transcripts	ID	Primer Direction	Primer Sequence	Product Length
<i>Socs2</i>	NM_007706	F<br>R	5'-TTAGAGATAGTTCGCATTGAGA-3'<br>5'-TCAATCCGCAGGTTAGTC-3'	79
<i>Akt1</i>	NM_009652	F<br>R	5'-CAGTTTGAGACCACACAT-3'<br>5'-GCGTCAGTCCTTAATAGTT-3'	75
<i>Irs2</i>	NM_001081212	F<br>R	5'-AGGACTATGGAGACATTGAG-3'<br>5'-GCATGTAGCCATCATCTG-3'	75
<i>Pik3ca</i>	NM_008839	F<br>R	5'-TGTGGCATCTGAGTATCT-3'<br>5'-TGTGGCATCTGAGTATCT-3'	132
<i>Tcf7l2</i>	NM_001142918	F<br>R	5'-GGACACCACTCAACAATG-3'<br>5'-TACAGCAAGCAACCTCTAA-3'	76
<i>Wnt5a</i>	NM_009524	F<br>R	5'-GAGTATCGTCCTTCATTGC-3'<br>5'-TCCTGGTATTCGTGGTAG-3'	101
<i>Ctnnb1</i><br>(catenin, beta 1)	NM_007614	F<br>R	5'-ATGGAGGAGATAGTAGAA-3'<br>5'-AATGGAATGGTATTGAGT-3'	98
<i>FoxO1</i>	NM_019739	F<br>R	5'-CCTTGAGCAGCCTAATGT-3'<br>5'-CGATGGACGGAATGAGAG-3'	108
<i>G6pc</i>	NM_008061	F<br>R	5'-GAAGGATGGAGGAAGGAA-3'<br>5'-TTGGTAATTCACCTGGAGATAG-3'	77
<i>Ins1</i>	NM_008386	F<br>R	5'-GGAGGTACTTTGGACTAT-3'<br>5'-GATGGTCTCTGATTATAGC-3'	79
<i>Pck2 (Pepck)</i>	NM_028994	F<br>R	5'-CCTCTGACAATCGTGCTA-3'<br>5'-GTTATTATGTTCAATCCAACCTCTG-3'	128
<i>Slc2a4 (Glut4)</i>	NM_009204	F<br>R	5'-TATGTTGCGGATGCTATG-3'<br>5'-TTAGGAAGGTGAAGATGAAG-3'	82
<i>Ptpn1 (Ptp1b)</i>	NM_011201	F<br>R	5'-CCACGAACAGAGTCTAAT-3'<br>5'-TGAGAGCAAGAAGAGTATT-3'	79

Socs2: suppressor of cytokine signaling 2; *Akt1*: Thymoma viral proto-oncogene 1; *Irs2*: insulin receptor substrate 2; *Pik3ca*: phosphatidylinositol 3-kinase, catalytic, alpha polypeptide; *Tcf7l2*: transcription factor 7 like 2; *Wnt5a*: wingless-type MMTV integration site family, member 5A; *Ctnnb1* (catenin, beta 1): catenin (cadherin associated protein), beta 1; *FoxO1*: forkhead box O1; *G6pc*: glucose-6-phosphatase, catalytic; *Ins1*: insulin 1; *Pck2 (Pepck)*: phosphoenolpyruvate carboxykinase 2; *Slc2a4 (Glut4)*: solute carrier family 2 member 4; *Ptpn1 (Ptp1b)*: protein tyrosine phosphatase, non-receptor type 1.

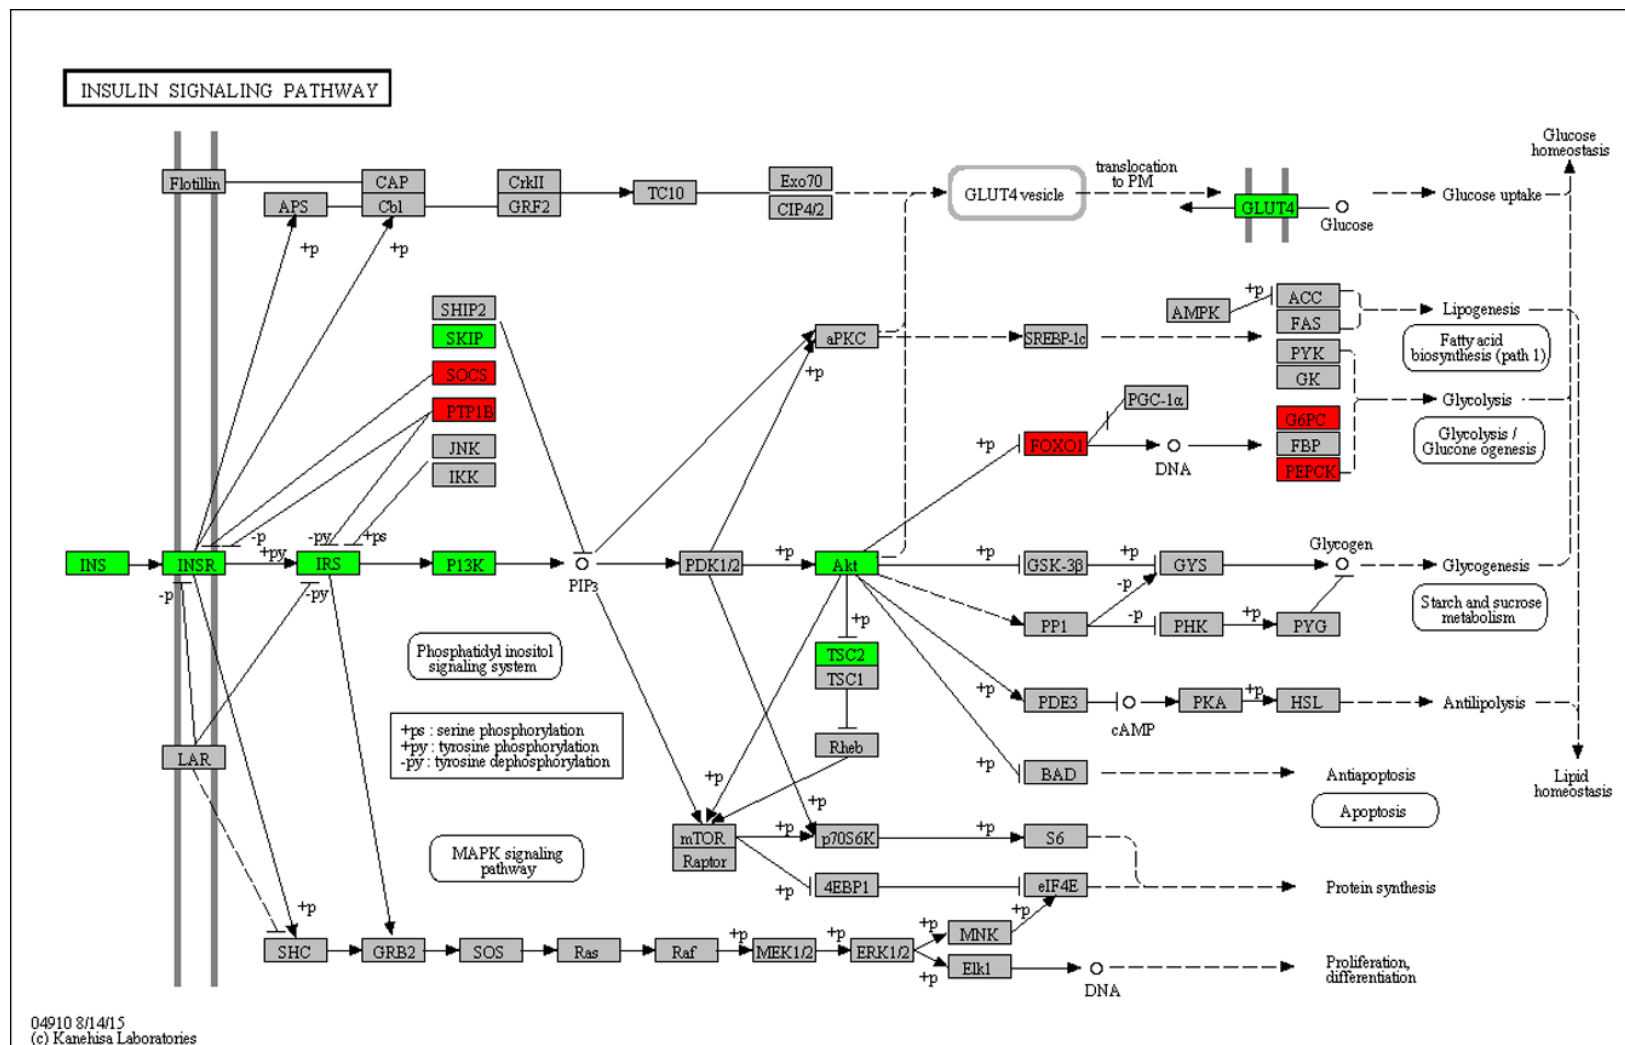

Figure S2. Insulin signaling pathway. Red represents up-regulated; green represents down-regulated; grey represents no significant change. Arrows with dashed line show possible interaction of genes. Arrows with solid line show interaction of genes. T bars show inhibition of genes.

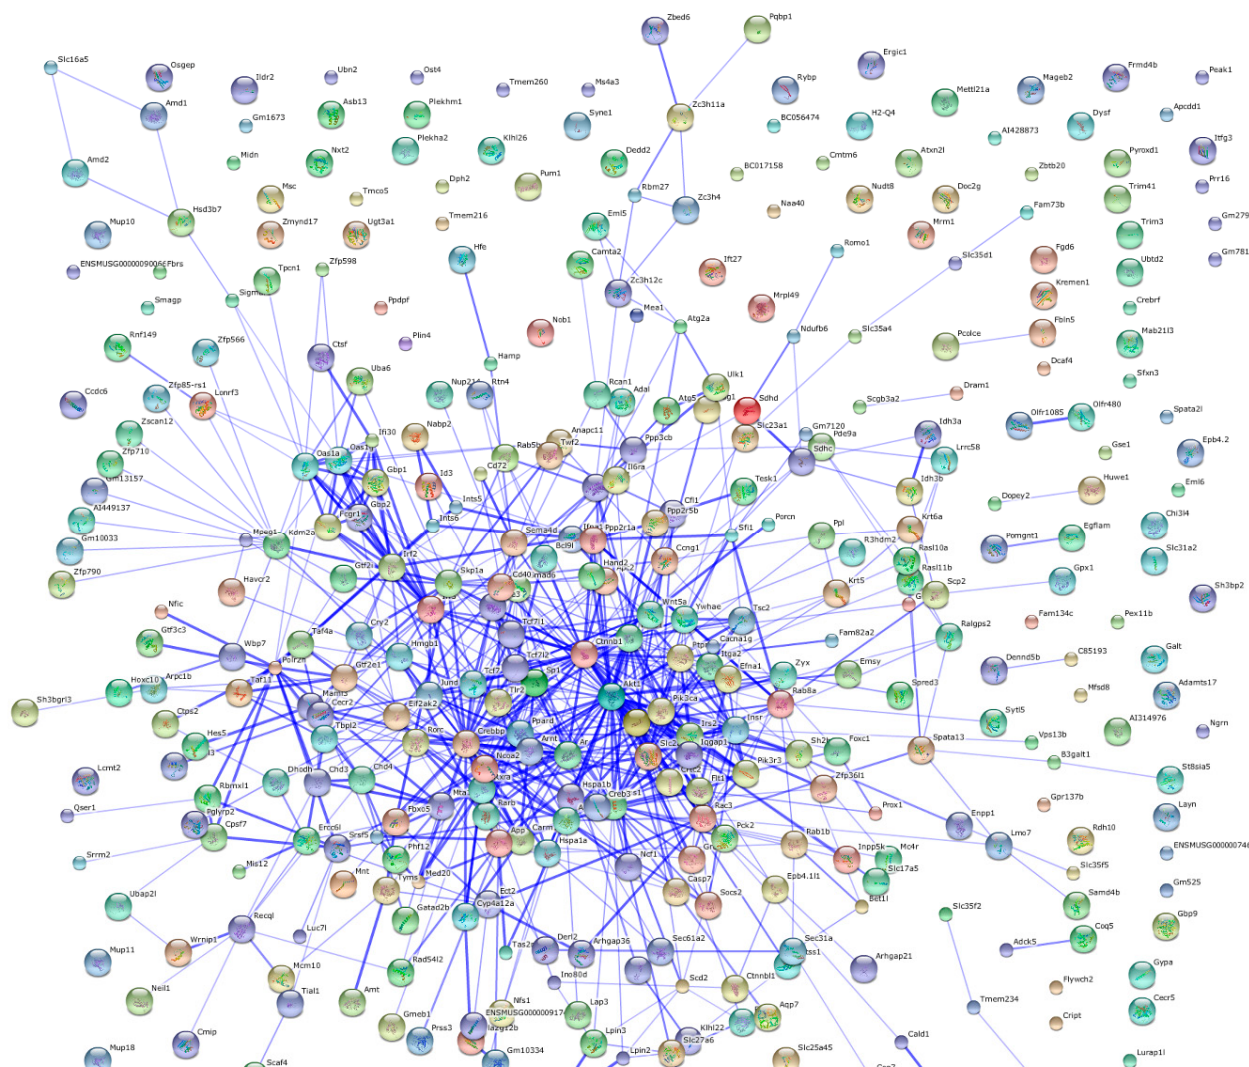

Figure S3. Interaction networks maps of differentially expressed genes. There were 13 nodes with ≥ 10 joint-edges in the map, including 190 joint-edges, which accounted for 88% of the total. Stronger associations are represented by thicker lines.

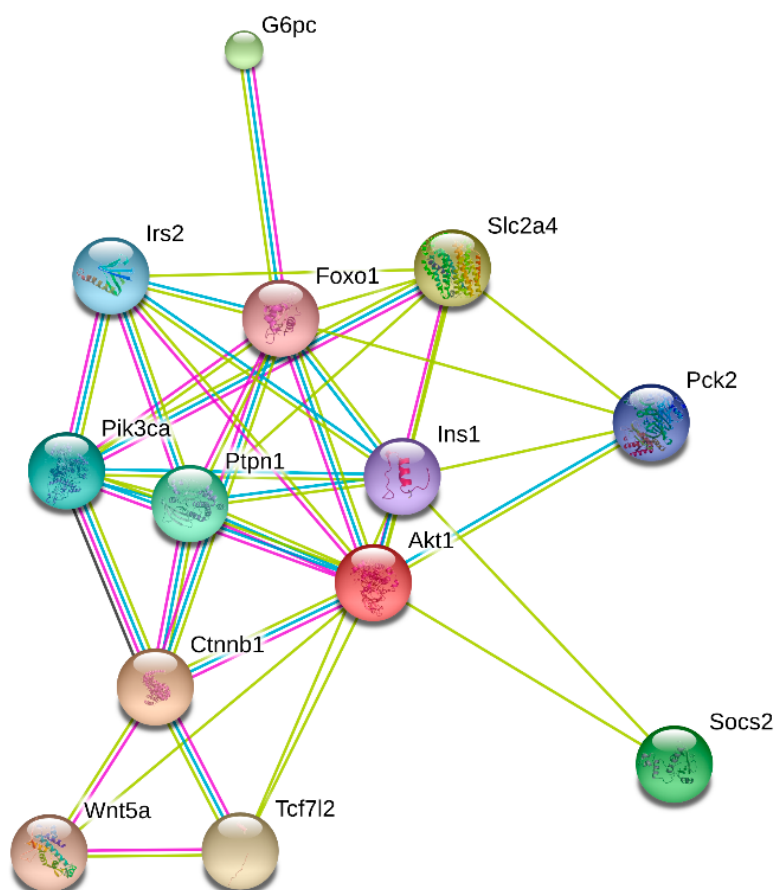

Figure S4. Interaction networks maps of differentially expressed genes in insulin signaling pathway and Wnt pathway. *Socs2*: suppressor of cytokine signaling 2; *Akt1*: Thymoma viral proto-oncogene 1; *Irs2*: insulin receptor substrate 2; *Pik3ca*: phosphatidylinositol 3-kinase, catalytic, alpha polypeptide; *Tcf7l2*: transcription factor 7 like 2; *Wnt5a*: wingless-type MMTV integration site family, member 5A; *Ctnnb1* (catenin, beta 1): catenin (cadherin associated protein), beta 1; *FoxO1*: forkhead box O1; *G6pc*: glucose-6-phosphatase, catalytic, *Ins1*: insulin 1; *Pck2* (*Pepck*): phosphoenolpyruvate carboxykinase 2; *Slc2a4* (*Glut4*): solute carrier family 2 member 4; *Ptpn1* (*Ptp1b*): protein tyrosine phosphatase, non-receptor type 1. Violet lines show experimentally determined interactions. Sky blue lines show known interactions from curated databases. Olive lines show interaction from text mining. Black lines show co-expression interaction.

How the deposited data were processed for this re-analysis (not part of the article)

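Gene expression was measured in liver RNA of offspring at 32 weeks of age with 3 Affymetrix GeneChip Mouse Gene 2.0 ST arrays from the CR-CD group and 3 from the CD-CD group. The authors normalized the arrays in GeneSpring v 12.5, and the deposited values are log2 signals from 3.63 to 13.9. The paper's text names neither the summarization of probes, nor a filter on probe sets, nor a genome build. The table holds 33793 probe sets in 6 arrays with 0 missing values, and no column was left out. Gene symbols came from the platform's annotation, in which 23521 probe sets had 1 symbol, 1814 had several and 8458 were unnamed. Probe sets with exactly 1 symbol gave 22180 genes, 1082 of which had more than 1 probe set, and the probe set with the highest mean over the 6 arrays represented each gene. No genome position is given because the build is not named.

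Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes without trend, 4 residual and 2.98 prior degrees of freedom), with Benjamini-Hochberg adjusted p over all genes and a threshold of 0.05. Genes were also counted at the thresholds of the paper, a fold change of at least 1.5 and an unadjusted p of at most 0.05. Of 57 gene lists fixed before the data were examined, 56 had at least 3 measured genes and were tested with camera at an inter-gene correlation of 0.01, with the estimated correlation and fry beside it; 44 of them were not chosen by the study. The lists hold 1025 symbols, of which 909 were measured, 10 of them under another symbol, and 116 were not analysed. Pathway and family lists were tested for enrichment with one-sided Fisher's exact tests against all genes tested. The genes named are every gene the paper names for its arrays, the 10 largest changes each way among genes past the adjusted p without overlap of the groups, and the 3 members with the smallest p each way of the Wnt and insulin lists and of each textbook list past the adjusted p; the paper's tables had been seen when this rule was written. Other genes named, among them members of the transcription factor families and of the general machinery, were chosen as examples after their values were seen. The alternatives were the methods' t-test, an intensity trend with robust variances, quantile normalization, centring on the median, a filter at the 40th percentile of mean signal, the mean of a gene's probe sets, all probe sets, a replicate block, and leaving out each array in turn. Alternatives added after seeing the data were leaving out the probe sets with values that are not single-precision numbers and the methods' t-test over all probe sets. A value was called a single-precision number where it was the shortest decimal that gives back 1 such number exactly.

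Nothing in the design pairs the replicate numbers of both groups, but in the data the deviations of arrays with the same number from their group means correlated across genes at 0.407, 0.208 and 0.202 (genes are not independent replicates), each above the limit of 0.1 that had been set. A limma fit with replicate number as a block was therefore run as a check, and it gave 339 genes at the adjusted p against 329 without it. Among arrays of unlike number, CR-CD replicate 3 and CD-CD replicate 2 correlated at 0.26, and CR-CD replicate 2 and CD-CD replicate 3 at 0.11. A pairing by number is thus clear for replicate 1 only. On simulated data with the size and spread of these arrays, the test recovered 50%, 78%, 88% and 98% of genes changed by 0.6, 1, 1.5 and 2 on the log2 scale, with 1 false call. The simulated noise was independent between genes and between arrays, so these rates do not cover deviations that arrays or genes share. The number of arrays limits precision: 10 splits of 3 against 3 allow no exact p under 0.1, and the 4 that part all pairs of replicate numbers no share under 0.25. Bootstrap intervals are 95% intervals from 10000 draws of genes or probe sets, not of arrays. They do not measure the spread among arrays. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.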

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

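The tests of the number format and of the clock genes, that of single arrays for the macrophage genes, and the counts of other splits, were chosen after the result was seen.

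Of the 329 genes that passed the adjusted p, 315 (95.7%) held a value in the longer number format, against 9 of the 21851 others (0.0412%). Against a change in the RNA of the whole gene, 22 of these 315 genes had another probe set, in either format, with a median log2 change of 0.0258 in the direction of the first (95% bootstrap interval -0.0207 to 0.0731), where the first changed by a median of 1.18; in Fabp3 the other, also in the longer format, rose by 1.27. Other probe sets can read other transcripts and were dimmer here. In the 17 genes where they lay above the median signal of all probe sets, the median was 0.0233. That cut still let in dim ones, such as those of Plekha2 at 5.55 and Slc35a4 at 5.67. The brightest, of Hmgb1, Ost4, Ankhd1 and Rab8a, changed by 0.21, 0.49, 0.13 and 0.07 in the direction of the first. None of these had an adjusted p under 0.05 from limma over all probe sets. In the same genes the first changed by -0.93, -0.74, -2.22 and 0.63. In 11 further genes, 0 of which passed the adjusted p, the single-precision probe sets were the brighter ones. Their median change was 0.159 in the direction of the probe set in the longer format, which changed by a median of 0.968. Against a low spread of these genes in both groups, the SD among the 3 values in the longer format was a median of 0.510 times (0.417 to 0.572) that of the other group in the same 379 probe sets. The group in that format was also the higher one in 214 of 232 probe sets for CR-CD and 139 of 147 for CD-CD. The ratio therefore cannot tell number format from signal level as the source of the tighter values. The share of 95.7% leaves a separate calculation of the values of 1 group in these probe sets as a candidate explanation. Nothing in the deposited values shows which step made them. An effect of the maternal diet on these genes stays open, and these arrays cannot test it apart from such a calculation. For some of these genes, among them Wnt5a, Foxo1, Akt1 and Irs2, the paper reports real-time PCR in the direction of its arrays. It also reports blots with IRS2 lower and WNT5A higher. Those measurements do not rest on the array values and were not re-examined here. The replicate 1 arrays of both groups deviate together, while a pairing of replicates 2 and 3 by number is not clear. The real split is set beside the 3 others that also part all 3 pairs of the same number. These 4 splits are too few to give a share under 0.05. The real split gave 329 genes (highest other 0) and 370 at the thresholds of the paper (highest other 44). It gave 33 of the genes the study names (highest other 0). That last count follows from the study's choice of these genes on the same arrays. The 6 splits that part 1 pair gave up to 193 genes at the thresholds of the paper and 0 at the adjusted p.

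Markers of Kupffer cells and macrophages, which the paper does not discuss, had a median log2 fold change of 0.60, with 16 of 16 genes above 0 and 10 without overlap of the groups (10% by chance); camera gave an adjusted p of 5.35e-10, but it was 0.412 with an estimated correlation and 0.204 with fry, and the exact permutation p of the list was 0.1, the smallest possible. A value in the longer format was found in 0 of the 16, which argues against a separate calculation of the values that this format marks. Over the 6 fits without 1 array, medians ran from 0.419 (0.284 to 0.465) without CD-CD replicate 3 and 0.421 without CR-CD replicate 2 to 0.708, so that some of the difference is there without any 1 array, but with that interval, whether 1 array carries most of it cannot be told apart. The list was above the endothelial and stellate cell genes by 0.55 (0.45 to 0.65). Those genes had medians of 0.02 and 0.08, so on these arrays they did not share the rise. The interval is over genes that move together (estimated correlation of 0.79 in the macrophage list). It does not measure the spread among arrays, so a general rise of non-hepatocyte cells is not excluded. Among its most abundant genes, Clec4f, at 9.32 in CR-CD, had a log2 fold change of 0.55, Cd5l, at 9.22, of 0.66 and Mpeg1, at 9.13, of 0.69, none with an adjusted p under 0.05, and 3 genes of the list passed when adjusted over the list alone. More macrophages or higher expression in them after maternal restriction is a hypothesis that stays open, as does variation among livers, since array medians ran from 0.06 to 0.60 (replicate 2) in CR-CD and from -0.66 (replicate 3) to -0.09 in CD-CD.

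CD-CD replicate 1 stood apart from the other arrays over all genes. Against the mean of CD-CD replicates 2 and 3 it was at 1.70 in Arntl, 0.96 in Clock and 0.02 in Npas2 of the morning arm, and at -2.81 in Dbp, -1.29 in Per3 and -1.21 in Nr1d1 of the evening arm, and the clock genes of the morning arm were above those of the evening arm by a median of 1.98 (0.48 to 3.01), consistent with another time of day or feeding state at killing, although the paper describes the mice as fasted at blood collection. Ribosomal protein genes deviated by a median of 0.228 (0.149 to 0.254) in that array, between the bounds set for the test, so that RNA quality or composition cannot be told apart. Over all arrays, their median deviation was 0.13 in CD-CD replicate 1, 0.12 in CR-CD replicate 1 and from -0.09 to -0.02 in the others. This shift was thus not particular to CD-CD replicate 1. No biological explanation in the design separates CD-CD replicate 1 from the other CD-CD arrays.

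Of the lists not chosen by the study, 12 passed with camera, 0 with an estimated correlation, and 2 of the 4 splits that part all pairs of replicate numbers gave as many (highest other 12; 16 among the splits that part 1 pair), too few splits to give a share under 0.05. The paper's text on its arrays does not take up the following lists as groups, although it names Jund, of the immediate-early genes, and Socs2, of the growth hormone list, and its Introduction mentions oxidative stress. Bile acid genes had a median log2 fold change of 0.10 (camera adjusted p = 0.00491, adjusted p = 0.412 with an estimated correlation), and 2 of 21 rose, Scp2 and Hsd3b7, both in the longer format. Genes of growth hormone signaling and male-biased genes that depend on it, 1 list, had a median of 0.17 (0.00973, adjusted p = 0.257 with an estimated correlation), and 1 of 21 rose, Cyp4a12a, also in that format. Interferon-stimulated genes had a median of 0.28 (8.43e-07, adjusted p = 0.569 with an estimated correlation), and of 37, 3 rose, Eif2ak2, Oas1g and Gbp9, all in that format, and 1 fell, Irf2, which was not. Clock genes had a median of -0.17 (0.0303, adjusted p = 0.515 with an estimated correlation), and 1 of 19 fell, Cry2, in that format; Cry1, at -0.51, had an adjusted p of 0.144, and of 0.0387 in the fit with a replicate block. Immediate-early genes had a median of -0.30 (1.82e-06, adjusted p = 0.171 with an estimated correlation), and 1 of 22 fell, Jund, in that format. Antioxidant genes had a median of 0.076 (0.0417, adjusted p = 0.569 with an estimated correlation), and 1 of 22 rose, Gpx1, in that format. Genes of the citric acid cycle and respiratory chain had a median of 0.075 (1.67e-05, adjusted p = 0.340 with an estimated correlation), and of 50, 4 rose, among them Ndufb6, Idh3b and Sdhd, and 1 fell, Sdhc, all 5 in that format. Red blood cell genes had a median of 0.25 (0.000575, adjusted p = 0.163 with an estimated correlation), and 1 of 4 rose, Epb42, in that format. Without the probe sets in the longer format, the camera call ended for the bile acid genes (adjusted p = 0.227), the growth hormone list (0.0585), the clock genes (0.122), the antioxidant genes (0.164) and the red blood cell genes (0.122), as it did for the textbook insulin list (0.279) and the transcription factor families (0.0561), and the interferon-stimulated genes (9.82e-05), the immediate-early genes (2.37e-05) and those of the citric acid cycle and respiratory chain (0.000200) still passed. Leaving out 1 array ended the camera call of the bile acid genes and of the growth hormone list (without CD-CD replicate 1, adjusted p = 0.280 and 0.0712, medians of 0.013 and 0.13), of the clock genes (without CR-CD replicate 1 or 2 or CD-CD replicate 2 or 3, adjusted p from 0.0761 to 0.281, medians of -0.16, -0.13, -0.083 and -0.075) and of the antioxidant genes (without CR-CD replicate 1 or CD-CD replicate 1, adjusted p = 0.464 and 0.283, medians of 0.020 and 0.036). The call of the antioxidant genes also ended with quantile normalization (adjusted p = 0.0909), the filter at the 40th percentile (0.121) and the mean of a gene's probe sets (0.0583), and that of the clock genes with centring on the median (0.0556). For the transcription factor families, the camera call also ended without CR-CD replicate 1 or CD-CD replicate 2 (adjusted p = 0.383 and 0.0830) and with the mean of a gene's probe sets (0.0543). With fry, the adjusted p was 0.0568 for the growth hormone list, the immediate-early genes and those of the citric acid cycle and respiratory chain, 0.242 for the interferon-stimulated genes, 0.357 for the clock genes and 0.204 for the antioxidant genes. Other medians that moved by over 1.5 times were those of the bile acid genes (0.16 without CR-CD replicate 1, 0.19 and 0.16 without CD-CD replicates 2 and 3), the growth hormone list (0.29 without CR-CD replicate 1, 0.30 without CD-CD replicate 2), the interferon-stimulated genes (0.46 and 0.19 without CR-CD replicates 1 and 2) and the antioxidant genes (0.12 without CR-CD replicate 2, 0.13 without CD-CD replicate 2), and without CD-CD replicate 2 also those of the immediate-early genes (-0.20) and of the citric acid cycle and respiratory chain (0.11). Leaving out 1 array also ended the call of Gbp9 (adjusted p from 0.0582 to 0.110, without CR-CD replicate 1 or 2 or CD-CD replicate 2 or 3), of Cry2 (0.0883 to 0.179, without any array but CD-CD replicate 2) and of Sdhd (0.0520, without CD-CD replicate 2).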

How the results depend on the processing

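Leaving out the probe sets in the longer number format, an alternative chosen after seeing the data, moved the most results: genes at the adjusted p went from 329 to 0 (1091 at an unadjusted p under 0.05 from limma), genes at the thresholds of the paper from 370 to 47, gene lists with camera from 12 to 5, enriched lists from 4 to 1, genes the study names from 33 to 0, and the difference between within-group and between-group correlation from 0.00377 to -0.000587. Of the 7 named genes that passed and still had a value there, Cdh1 (-0.0098), Jund (0.16), Sfi1 (-0.054) and Plekha2 (-0.046) were reversed, and 0 still passed; apart from Irf2, the alternative removes the values behind these calls by construction. Irf2, which holds no such value, stayed at -0.68 (unadjusted p = 2.70e-05, adjusted p = 0.592). A fold change of at least 1.5 either way was found in 427 of the 428 probe sets left out. The lower counts of genes and the lower difference of correlations thus follow largely from what was removed. The 12 gene lists became 0 with an estimated correlation and 4 with fry, and the difference of correlations was 0.0820 over the 1000 genes of highest variance; the cause was not tested. Over the other alternatives, genes at the adjusted p ranged from 275 (the methods' t-test) to 430 (all probe sets), and genes at the thresholds of the paper from 346 to 494; without 1 array each, from 290 to 355 and from 344 to 459. The fit with a replicate block gave 339 and 397, and apart from Cry1 it changed no call of a named gene. Of 63 named genes that passed, 51 passed under all 13 alternatives set in advance and 12 did not under at least 1 (Rac3, Ppp3cb, Frat1, Pik3r3, Pck2, Cacna1g, Rxra, Ccdc6, Jund, Gbp9, Cry2 and Sdhd), all without a change of sign. Skp1, at 0.14, was -0.97 with the mean of its probe sets (adjusted p = 0.00321), a reversal that comes from its second probe set. A low signal over background limits what the dim probe sets can show.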

Differences from the paper's values

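Of the comparisons in this part, the methods' t-test over all probe sets was chosen after seeing the values. With all arrays and 1 probe set per gene, none of the counts stated by the paper differed from the count from limma over all genes by more than 1.5 times. Against the paper's 8 genes of the type 2 diabetes list, 6 passed its thresholds here, 4 with the filter at the 40th percentile and 5 without CR-CD replicate 2, and against its 11 of the prostate cancer list, 8 passed, and 7 with that filter. The paper's 463 genes, 264 up and 199 down, stand beside 370, 202 and 168 from limma and 346, 185 and 161 from the methods' t-test, both with 1 probe set per gene. Over all probe sets with the methods' t-test, a combination chosen after seeing the values, the counts were 464, 262 and 202, and 36 of the 39 measured genes that the study names had a probe set that passed; the 3 it drops are G6pc, Ptpn1 and Slc2a2. With limma over all probe sets, an alternative set before the data were examined, the count was 494.

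Of 12 measured genes that the paper reports by real-time PCR in the same direction as on its arrays, 9 passed in the paper's direction. The paper lists G6pc as higher, and its log2 fold change here was -0.25 (adjusted p = 0.959), and 0.0086 without CR-CD replicate 3 (adjusted p = 0.999). The paper lists Ptpn1 as higher, and its log2 fold change here was 0.34 (adjusted p = 0.835 from limma). Without CD-CD replicate 1 it was 0.55 and passed (adjusted p = 0.0347 from limma), with 2 of the 3 CR-CD values in the longer number format. The paper lists Socs2 as higher, and its brighter probe set had a log2 fold change of 0.18 (adjusted p = 0.999); over all probe sets, its second probe set, at 1.53, passed (adjusted p = 0.000157). Of 36 measured genes in Table S2, 32 passed. Besides Ptpn1 and Socs2, Skp1 (Skp1a in Table S2), at 0.14, and Ppp2r5b, at -0.16, did not pass; with the mean of their probe sets both did, at -0.97 and -0.45, and over all probe sets the second, dimmer probe set of each, with values in the longer format, did, at -2.09 and -0.74.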

Other observations

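The counts of study genes by number format, the comparison of Hspa1a with Hspa1b and the choice of genes outside the lists were made after seeing the data.

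Pericentral hepatocyte genes that depend on beta-catenin, directly or not, did not pass the adjusted p in CR-CD livers. Of 18 measured genes of this list, 0 rose and 0 fell, also when adjusted over the list alone. The median log2 fold change was 0.0054 and the mean -0.051, which differ in sign (camera adjusted p = 0.645). Glul, glutamine synthetase, was at 11.7 ± 0.05 in CR-CD and 11.7 ± 0.10 in CD-CD (SD, n = 3 per group), Cyp2e1 had a log2 fold change of -0.04, Lgr5 of 0.17 and Axin2, a feedback inhibitor of the pathway, of -0.36 (adjusted p = 0.483). The largest were those of Tbx3, at -0.61 (unadjusted p = 0.0312, past the thresholds of the paper), Rnf43, at -0.48, and Rhbg, at 0.40. Of 19 measured genes of gluconeogenesis, 2 rose, Pck2 and Foxo1, and 1 fell, Crtc2, also when adjusted over the list alone (camera adjusted p = 0.512); all 3 held values in the longer number format. Pck1, the cytosolic carboxykinase, had a log2 fold change of -0.07, Fbp1 of 0.24 and Slc37a4, the glucose 6-phosphate transporter, of 0.26. Of 17 targets of FoxO1 that insulin represses, 0 rose and 2 fell, Insr and Irs2, also when adjusted over the list alone, with a median of -0.23 (camera adjusted p = 0.000101, adjusted p = 0.111 with an estimated correlation). Both held values in the longer format; without the probe sets in that format the median was -0.089 (camera adjusted p = 0.0477), and it was -0.052 without CR-CD replicate 3 and -0.11 without CD-CD replicate 2 (camera adjusted p = 0.00139 and 0.00268).

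Among genes whose 6 values were all single-precision numbers, 14 passed the adjusted p over all genes. Those that fell included Hamp, the iron-regulating hormone hepcidin, at -0.76 (standard error 0.12, adjusted p = 0.0307 from limma), Irf2, Zfp36l1, which promotes mRNA decay, at -0.81, and Prox1, a hepatocyte transcription factor, at -0.62. Those that rose included Coq5, at 0.72 (standard error 0.11, adjusted p = 0.0200 from limma), Adck5, at 0.76, and Decr2, an enzyme of peroxisomal fatty acid oxidation, at 0.43. With the methods' t-test, Irf2 still passed (adjusted p = 0.0183), but Hamp, Zfp36l1, Prox1, Coq5, Adck5 and Decr2 did not (adjusted p from 0.121 to 0.340). When the probe sets in the longer format were left out, 0 of the 14 passed the adjusted p from limma (adjusted p of at least 0.592), although their fold changes were the same and their unadjusted p, up to 0.000692 against 0.000679 before, were 0.999 to 1.03 times as large; the adjustment differed, being made without the small p of the probe sets left out. Slc2a2, whose protein the paper measured by Western blot, had a log2 fold change of 0.43 (adjusted p = 0.953), and of -0.11 without CD-CD replicate 1. Hspa1b, with CD-CD values in the longer format, rose by 2.42. Hspa1a, a nearly identical gene with 6 single-precision values, had a log2 fold change of 0.64 in the same direction. It passed the thresholds of the paper (unadjusted p = 0.0042 from limma) but not the adjusted p (0.235).

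Of 17 probe sets with 1 symbol, all 3 CR-CD values in the longer format and a fall in CR-CD, 12 belonged to genes the study names, against 10 of 158 such probe sets with a rise. With all 3 CD-CD values in that format, it was 7 of 115 probe sets with a fall and 2 of 7 with a rise. Of 1105 olfactory receptor genes, usually silent in liver, 3 passed the thresholds of the paper against 18.4 expected, and of 289 vomeronasal receptor genes, 0 did against 4.82 expected. Among genes above the 40th percentile of mean signal, 2 of 56 olfactory receptor genes passed against 1.52 expected, and 0 of 12 vomeronasal receptor genes against 0.33 expected.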
